# Nutrient regulation of lipochitooligosaccharide recognition in plants via *NSP1* and *NSP2*

**DOI:** 10.1038/s41467-022-33908-3

**Published:** 2022-10-28

**Authors:** Xin-Ran Li, Jongho Sun, Doris Albinsky, Darius Zarrabian, Raphaella Hull, Tak Lee, Edwin Jarratt-Barnham, Chai Hao Chiu, Amy Jacobsen, Eleni Soumpourou, Alessio Albanese, Wouter Kohlen, Leonie H. Luginbuehl, Bruno Guillotin, Tom Lawrensen, Hui Lin, Jeremy Murray, Emma Wallington, Wendy Harwood, Jeongmin Choi, Uta Paszkowski, Giles E. D. Oldroyd

**Keywords:** Arbuscular mycorrhiza, Strigolactone, Plant signalling

## Abstract

Many plants associate with arbuscular mycorrhizal fungi for nutrient acquisition, while legumes also associate with nitrogen-fixing rhizobial bacteria. Both associations rely on symbiosis signaling and here we show that cereals can perceive lipochitooligosaccharides (LCOs) for activation of symbiosis signaling, surprisingly including Nod factors produced by nitrogen-fixing bacteria. However, legumes show stringent perception of specifically decorated LCOs, that is absent in cereals. LCO perception in plants is activated by nutrient starvation, through transcriptional regulation of *Nodulation Signaling Pathway* (*NSP*)*1* and *NSP2*. These transcription factors induce expression of an LCO receptor and act through the control of strigolactone biosynthesis and the karrikin-like receptor *DWARF14-LIKE*. We conclude that LCO production and perception is coordinately regulated by nutrient starvation to promote engagement with mycorrhizal fungi. Our work has implications for the use of both mycorrhizal and rhizobial associations for sustainable productivity in cereals.

## Abstract (web summary)

Lipochitooligosaccharide (LCO) perception by legumes is required to establish symbiotic relationships with nitrogen fixing bacteria. Here the authors show that nutrient starvation can activate LCO perception in cereals to promote symbiotic association with arbuscular mycorrhizal fungi.

## Introduction

Plant growth and development largely depends on the absorption of mineral nutrients, with nitrogen (N) and phosphorus (P) being the principal limitations to plant productivity^1^. These nutrients are widely applied in agriculture as inorganic fertilizers to maximize crop yields. Fertilizer over-use pollutes terrestrial and aquatic environments, significantly impacts biodiversity, and contributes to a sizable proportion of agricultural greenhouse gas emissions^2–4^.

It is estimated that most land plants associate with beneficial arbuscular mycorrhizal fungi (AMF) that capture mineral nutrients and water from the soil^5–7^. During this association the fungus makes contact with the plant root following recognition of plant-derived strigolactones that promote fungal growth and the production of fungal signals, short-chain chitooligosaccharides (COs), and lipochitooligosaccharides (LCOs)^8–10^. In legumes, the recognition of COs and LCOs activates symbiosis signaling in epidermal cells of the plant root^9–11^, which facilitates the processes necessary to accommodate AMF^12^. In contrast, reports in rice demonstrate recognition of primarily COs^11,13,14^, with very limited perception of LCOs^14^, for establishment of the AMF association. Initial intracellular infection of root atrichoblast cells allows entry to the root, followed by intercellular fungal growth through the root tissue. Within inner root cortical cells, the fungus produces extensively branched arbuscular intrusions, surrounded by plant membrane, creating a large surface interface for nutrient exchange. In parallel extensive fungal colonization of the surrounding soil provides greater access to mineral nutrient capture than the plant root alone can achieve. Sources of N and P captured by the fungus are exchanged for carbon derived from photosynthesis, the sole carbon source that AMF can acquire^15–18^.

Plant species within the N-fixing clade have augmented their symbiotic associations with the addition of interactions with N-fixing bacteria, that allow the plant access to the unlimited supply of atmospheric N through conversion to ammonium. The evolution of this association recruited preexisting processes associated with the AMF association, including symbiosis signaling^19,20^. In AMF-host species, detection of LCOs and/or COs leads to the activation of the common symbiosis signaling pathway, which is essential for accommodating the fungal symbiont^11,21^ and in legumes the same signaling pathway drives the establishment of the interaction with N-fixing bacteria leading to the production of nodules^22–24^. Consequently, it is feasible that manipulation of these pre-existing mechanisms in cereals may enable the engineering of N-fixing symbioses.

Maintaining AMF and rhizobial symbioses are expensive to the plant in terms of supplying sources of carbon from photosynthesis, and as such the symbioses are tightly regulated by the availability of nutrients, particularly N-availability in the regulation of nodulation and P-availability in the regulation of AMF symbioses. Plants preferentially enter these associations when these nutrients are too limiting to be satisfied by direct root capture^25,26^, and it has long been known that in nutrient-replete conditions, the symbioses are strongly inhibited^27,28^. In the case of nodulation, CEP-peptides that act as N-starvation signals, promote the production of miR2111, which inhibits a negative regulator of nodulation in the root^29,30^. P-regulation of the AMF symbiosis is in part controlled by *PHR2*^31,32^, a transcription factor that controls many aspects of the P-starvation response, as well as *NSP1* and *NSP2* that regulate the production of strigolactones^33^. *PHR2* has been demonstrated to directly regulate many genes associated with arbuscule function, in particular nutrient exchange between the plant and the fungus^31^, but to also control the expression of genes associated with CO and LCO perception and the symbiosis signaling pathway^32^, implicating roles both in the early recognition of AMF fungi at the root surface, as well as regulating arbuscule function in the root cortex. Here, we demonstrate the mechanism by which LCO recognition in the plant is coordinately controlled with LCO production by AMF, through the action of *NSP1* and *NSP2*, facilitating nutrient control of AMF colonization.

## Results

### Cereals show non-stringent perception of LCOs

Whereas legumes show robust induction of symbiosis signaling in response to LCOs and COs^12^, results from rice are inconsistent, with reports of either no LCO responses^11^ or occasional non-periodic calcium oscillations^14^, and inconsistent results on the impact of mutations in the LCO receptor homolog *NFR5*^14,34^. To rationalize the discrepancy of CO and LCO perception in legumes and cereals, we generated an array of cereal lines carrying the calcium reporter cameleon YC3.6, allowing measurement of symbiotic calcium oscillations. At early developmental stages (up to 5-day-old plants) in barley, we only observed CO-induced oscillations, but no responses to LCOs (Supplementary Fig. 1a), consistent with what we previously reported in rice^11^. However, two-week-old barley roots grown under nutrient depletion showed nuclear calcium oscillations in atrichoblasts in response to COs and LCOs (Fig. 1a). Barley perceived LCOs produced by AMF (non-sulfated LCO: NS-LCO), as well as those produced by the N-fixing rhizobial bacteria *Sinorhizobium meliloti* (*Sm*LCO) and *Mezorhizobium loti* (*Ml*LCO). These calcium oscillations are comparable to those induced by LCOs in *Medicago truncatula* and *Lotus japonicus*^12^. Dose response curves reveal that barley shows responses at equivalent concentrations for all molecules tested (Fig. 1b), whereas *M. truncatula* strongly discriminates between LCOs produced by its bacterial symbiont *S. meliloti* versus its non-symbiont *M. loti* (Fig. 1c). Symbiotic calcium oscillations are a function of symbiosis signaling and consistently barley lines mutated in multiple components of this signaling pathway (Supplementary Fig. 1b) abolish associations with the AMF *Rhizophagus irregularis* (Fig. 1d and Supplementary Fig. 1c). *SYMRK*, a co-receptor upstream of calcium oscillations in symbiosis signaling, is essential for both LCO and CO-induced calcium oscillations (Fig. 1d, inset).

**Fig. 1:**
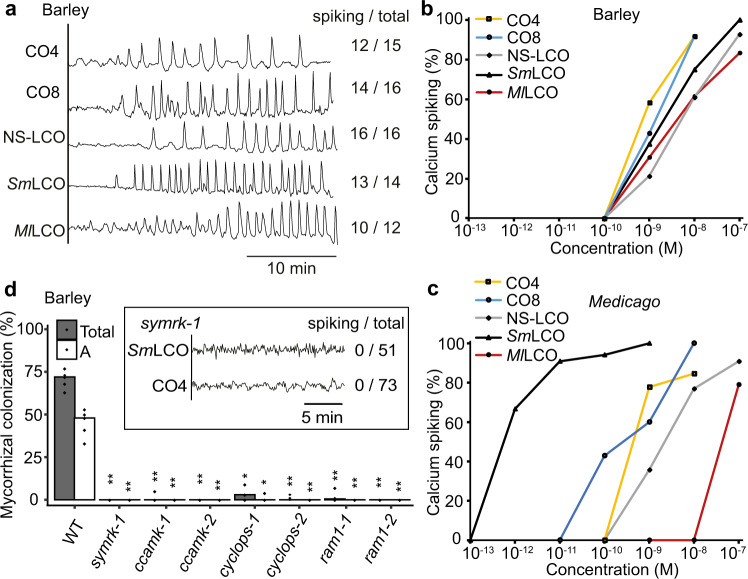
LCOs and COs activate calcium oscillations in barley. **a** Representative calcium traces of atrichoblasts of barley (*H. vulgare*) lateral roots grown in nutrient depletion, responding to 10^−8^ M CO4, 10^−8^ M CO8, 10^−7^ M NS-LCO (non-sulphated LCO produced by *R. irregularis*), 10^−7^ M *Sm*LCO (LCO produced by *S. meliloti*), and 10^−7^ M *Ml*LCO (LCO produced by *Mesorhizobium loti*). Numbers indicate cells responding compared to total cells analyzed. Dose-response curves for LCO and CO induction of calcium oscillations in barley (**b**) and *M. truncatula* (**c**) lateral roots. Calcium spiking (%) indicates the ratio of cells responding with calcium oscillations. **d** AMF colonization measured at 7 weeks post-inoculation of barley wild type (WT), *symrk*, *ccamk*, *cyclops*, and *ram1* mutants, with the inset showing representative traces of barley *symrk* mutant atrichoblasts responding to 10^−7^ M *Sm*LCO and 10^−7^ M CO4. Numbers indicate cells responding compared to total cells analyzed. *n* = 3-5 biologically independent plants. Total: total colonization; A: arbuscules. For statistical analysis a one-sided Wilcoxon test was performed. **p < 0.01.

We previously reported that rice activates calcium oscillations in response to COs, not LCOs^11^, while others have shown non-periodic responses to LCOs^14^. Our previous work was undertaken in young rice seedlings, the only stage when YC3.6 was detectable in the available rice line and a stage when barley shows only CO responses (Supplementary Fig. 1a). A new rice YC3.6 line allowed analysis at later stages of plants grown under nutrient depletion, and now both LCO and CO responses could be observed, in a manner dependent on *POLLUX*, a component of symbiosis signaling required for calcium oscillations^21,35^ (Fig. 2a). The karrikin receptor *Dwarf14-Like* (*D14L*), has been shown to be essential for the establishment of AMF colonization in rice and acts through the inhibition of the SMAX1 suppressor^36,37^. *d14l* mutants of rice show the complete absence of a transcriptional response to AMF, suggesting a very early role in allowing AMF recognition^36^. Consistent with these earlier observations, we found that LCO responsiveness was abolished in *d14l* and CO responsiveness was attenuated (Fig. 2a).

**Fig. 2:**
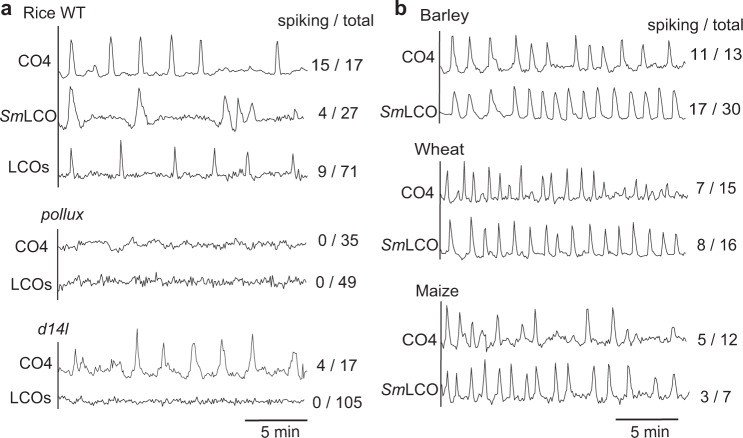
COs and LCOs activate calcium oscillations in cereals. **a** Representative traces of atrichoblasts from lateral roots in rice wild type (WT), *pollux* and *d14l* mutants responding to 10^−^^5^ M CO4, 10^−7^ M *Sm*LCO and LCOs (1:1 mix of 10^−7^ M sulfated-LCO and 10^−7^ M NS-LCO). **b** Representative calcium traces of barley, wheat, and maize atrichoblasts responding to 10^−7^ M CO4 and 10^−7^ M *Sm*LCO. All plants were grown under nutrient deficient conditions. Numbers indicate cells responding compared to total cells analyzed.

The observation of LCO induction of symbiosis signaling in both barley and rice suggests that LCO recognition may be a common feature of cereals generally. To assess this, we analysed wheat and maize lines carrying YC3.6 and tested for LCO and CO-induced symbiotic calcium oscillations. We observed responses comparable to that observed in barley in both wheat and maize (Fig. 2b). We conclude that CO and LCO induction of symbiosis signaling are a common feature of legumes and cereals, with legumes augmenting the stringency of LCO recognition to differentiate rhizobial species.

### Nutrient regulation of LCO recognition involves *NSP1* and *NSP2*

We only observed LCO recognition in barley when the plants were depleted for nutrients and the onset of LCO responsiveness was associated with developmental markers of nutrient starvation (Supplementary Fig. 1d). We, therefore, further assessed the regulation of symbiosis signaling under different nutrient regimes. Barley and *M. truncatula* only show activation of LCO perception under N- and/or P-starvation (Fig. 3a, b), but the oscillation patterns are not equivalent among each nutrient regime, with the combination of N- and P-starvation displaying more frequent and robust oscillations (Supplementary Fig. 2a, b). The principal difference between the barley and *M. truncatula* responses to nutrient starvation is a strong preference for N-starvation in LCO perception in *M. truncatula* (Fig. 3b), reflecting the additional importance of LCO regulation in the control of the association with N-fixing bacteria. We found no impact of nutrient starvation for CO induction of calcium oscillations in *M. truncatula*, but some nutrient regulation of the CO response in barley (Fig. 3a, b). However, the degree of nutrient regulation of CO-induced calcium oscillations in barley was considerably less than that observed for LCO responses (Fig. 3a).

**Fig. 3:**
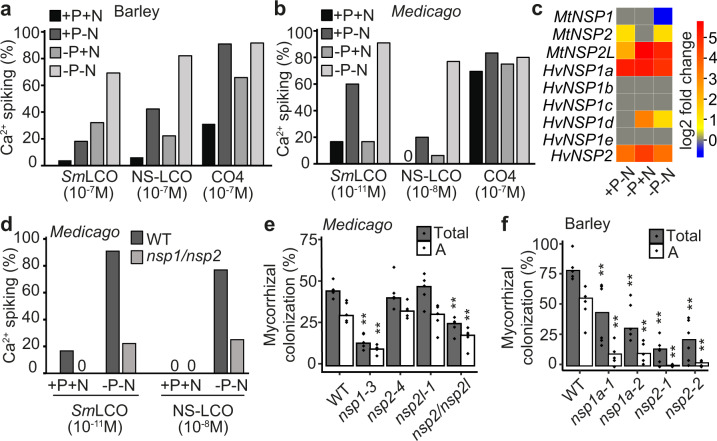
*NSP1* and *NSP2* control nutrient regulation of symbiosis signaling and AMF colonization. Nutrient regulation of symbiosis signaling in 16-day-old barley (**a**) and *M. truncatula* (**b**) lateral roots grown under different nutrient regimes, responding to *Sm*LCO, NS-LCO, or CO4. Calcium spiking (%) indicates the number of cells responding with calcium oscillations, with 0 indicating no calcium oscillations observed. **c** A heatmap showing the expression of *M. truncatula* and barley *NSP1* and *NSP2* homologs upon N- and/or P- starvation. +P-N represents the comparison of gene expression under +P−N to +P + N ( + P−N/ + P + N), similarly −P + N and −P-N representing −P + N/ + P + N and −P−N/ + P + N. **d** The percentage of *M. truncatula* atrichoblasts on lateral roots showing calcium oscillations in wild type and the *nsp1-1/nsp2-2* double mutant, grown under nutrient replete or deplete conditions. **e** AMF colonization of *M. truncatula* mutants grown under P-limited conditions, measured at 3 weeks post inoculation. *n* = 5 biologically independent samples. **f** Root-length colonization of barley wild type*, nsp1a*, and *nsp2* mutants grown under P-limited conditions, measured at 7 weeks post inoculation. *n* = 5–6 biologically independent plants. Total: total colonization; A: arbuscules. *p*-values for colonization levels were determined by a one-sided Wilcoxon test. **p < 0.01; *0.01 < *p* < 0.05.

*Nodulation Signaling Pathway* (*NSP*)*1* and *NSP2* were discovered because of their major roles in establishing root nodule symbiosis in *M. truncatula*^38,39^, but were secondarily shown to also be necessary for appropriate AMF colonization^9,40,41^. Among the *NSP1* and *NSP2* gene families in *M. truncatula* and barley are a number of genes regulated by the nutrient status (Fig. 3c and Supplementary Fig. 3a, b), suggesting a possible role in the nutrient regulation of symbiosis. The promotion of LCO responsiveness by nutrient starvation, measured by activation of calcium oscillations, was greatly attenuated in *M. truncatula nsp1/nsp2*, compared to wild type (Fig. 3d). That this is relevant to symbiosis is supported by the observation that *M. truncatula nsp1* shows defects in AMF colonization (Fig. 3e and Supplementary Fig. 4a–b), as previously reported^41^. However, no colonization defects were observed in single mutants of *M. truncatula NSP2* or its homolog *NSP2L* (Fig. 3e and Supplementary Fig. 4a–c), but a double mutant between these two genes, *nsp2/nsp2l*, displayed reduced AMF colonization (Fig. 3e). Barley possesses only a single ortholog of *NSP2* (Supplementary Fig. 3b), that is transcriptionally responsive to nutrient starvation (Fig. 3c), but five potential orthologs of *NSP1* (Supplementary Fig. 3a), one of which *NSP1a* shows a very strong transcriptional response to nutrient starvation (Fig. 3c). Mutation of *HvNSP1a* and *HvNSP2* revealed major functions in AMF colonization, with reduced total colonization and arbuscule formation (Fig. 3f and Supplementary Fig. 5a). The *nsp* mutant phenotypes in barley are more severe than any of the *M. truncatula nsp* mutants (Fig. 3e, f), revealing a major function for these genes during AMF associations in cereals.

*NSP2* in *M. truncatula* is controlled by miR171h and, consistent with previous work that overexpression of a miR171h-resistant version of *NSP2* (*miRR-NSP2*), but not native *NSP2*, increased AMF colonization under P-limiting condition^40^, we observed that only *miRR-NSP2* overexpression promoted AMF colonization in *M. truncatula* under repressive P concentrations (Fig. 4a), while native *NSP1* or *NSP2* overexpression showed no effect (Fig. 4a). In wild-type barley, AMF colonization is suppressed with increased P concentrations (Supplementary Fig. 6a), and overexpression of *M. truncatula* (*Mt*)*NSP2*, but not *MtNSP1* (Supplementary Fig. 6b–c), in barley also partially blocked P-suppression of mycorrhization (Fig. 4b and Supplementary Fig. 6d). We conclude that the mis-regulation of *NSP2* is sufficient to partially overcome P-suppression of mycorrhization in both *M. truncatula* and barley, pointing towards a conserved dominance of *NSP2* in the control of the AMF symbiosis.

**Fig. 4:**
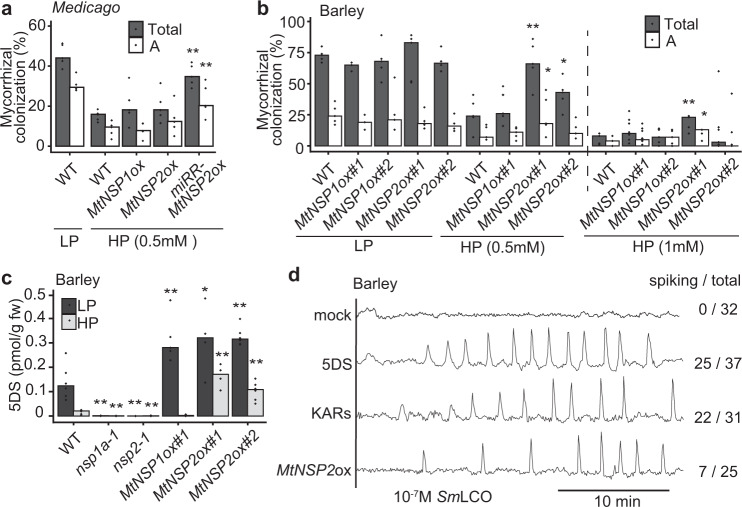
Overexpression of *NSP2* promotes AMF colonization and strigolactone biosynthesis. **a** AMF colonization measured at 5 weeks post-inoculation in *M. truncatula* roots overexpressing *MtNSP1*, *MtNSP2,* and a miR171h-resistant version of *NSP2* (*miRR-MtNSP2*), grown under high P (HP) conditions, with wild-type (WT) under low P (LP) and HP conditions as controls. WT indicates roots transformed with an empty vector. *n* = 5 biologically independent samples. **b** Root-length colonization at 7 weeks post-inoculation in barley roots overexpressing *MtNSP1* and *MtNSP2* grown under different P levels. *n* = 3–5 biologically independent plants. **c** Strigolactone levels in barley *nsp* mutants and *NSP* overexpression lines under both LP and HP conditions. *n* = 4–6 biologically independent samples. **d** Representative calcium traces of atrichoblasts on lateral roots of barley responding to *Sm*LCO. Wild-type plants were grown under repressive P-conditions and pretreated for 16 h with buffer (mock), 0.1 μM 5-deoxystrigol (5DS), or a mixture of 0.1 μM karrikin 1 and karrikin 2 (KARs), as well as transgenic plants overexpressing *MtNSP2* grown under repressive P-conditions. Numbers indicate cells responding with calcium oscillations compared to total cells analyzed. Total: total colonization; A: arbuscules. *p*-values were determined by a one-sided Wilcoxon test. **p < 0.01; * 0.01 < *p* < 0.05.

### *NSP1* and *NSP2* control strigolactone biosynthesis in response to nutrient starvation

P-starvation is associated with the biosynthesis of strigolactones^42–44^, in part controlled by *NSP1* and *NSP2*^33,45^ and this is necessary for mycorrhizal and rhizobial colonization^46,47^. Consistently, we found barley *nsp1* and *nsp2* mutants lost all P starvation-induced strigolactone production (Fig. 4c). Overexpression of both *MtNSP1* and *MtNSP2* in barley led to higher levels of strigolactone at low P, but only *MtNSP2* overexpression led to higher levels of strigolactone at high P (Fig. 4c). To assess whether such strigolactone induction could explain the promotion of LCO recognition at repressive P, we grew barley, *M. truncatula* and wheat at high P and treated roots overnight with either 5-deoxystrigol (5DS) or a combination of karrikin 1 and karrikin 2 (KARs). Either treatment was sufficient to strongly promote LCO recognition at a suppressive P concentration (Fig. 4d and Supplementary Fig. 2c, d), with a combination of karrikins showing a greater effect than single karrikin treatment (Supplementary Fig. 2e). A minimum of 8 h of treatment was required to see an effect (Supplementary Table 1). Moreover, overexpression of *MtNSP2* in barley also allows LCO perception under repressive P conditions (Fig. 4d). We conclude that *NSP1* and *NSP2* are necessary and sufficient for P-regulation of strigolactone biosynthesis and the promotion of LCO recognition.

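RNA was sequenced from whole roots of M. truncatula seedlings of the wild-type line A17 and of the nsp1-1 and nsp2-2 mutants, grown for 15 days on plates of modified BNM medium. Nitrate was given at 5 mM or left out, and phosphate at 3.75 mM or left out, which gives the nutrient regimes +P+N, +P-N, -P+N and -P-N. Each of the 12 combinations of genotype and regime was represented by 3 libraries, 36 in all. The authors mapped paired-end reads with STAR to the M. truncatula reference genome (Mt4.0v1), counted them per gene with featureCounts and deposited the counts without normalization. The paper's text does not name how reads mapping to several genes were counted, nor whether strand was used. The counts cover 50894 gene identifiers and sum to between 16194286 and 25030726 per library, with a median of 20342573. In A17 the libraries held 17690329 to 20087442 counts at +P+N (median 18284615), 19697077 to 20880551 at +P-N (median 20419354), 18635759 to 20265791 at -P+N (median 18733285) and 21544935 to 25030726 at -P-N (median 24084868). In nsp1 they held 18303695 to 19998702 counts at +P+N (median 19379706), 19521070 to 23402981 at +P-N (median 21137688), 16194286 to 20862042 at -P+N (median 18980689) and 19459412 to 22735500 at -P-N (median 21347400). In nsp2 they held 18908271 to 22822530 counts at +P+N (median 21448134), 19263958 to 20776766 at +P-N (median 19666431), 20746562 to 24048078 at -P+N (median 20787461) and 20215199 to 23985407 at -P-N (median 22780369). Any pair of replicate libraries of the study differed by more than the sampling noise, with a chi-square per gene between 2.04 and 513 (median 10.1), and each library was counted as 1 replicate. Genes were tested where at least 3 libraries reached a count scaled to library size (CPM) of 0.492, which is 10 counts in the median library, and 24630 genes passed. Each comparison was fitted on the 6 libraries of its 2 groups with edgeR's quasi-likelihood test after TMM normalization, which rescales each library so that most genes keep their level. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as differentially expressed genes (DEGs). For a single gene, an exact permutation test of 3 libraries against 3 cannot give a p under 0.1. The filter, the normalization, the test and the fold threshold are choices that could change the counts. No table used here pairs an identifier with NSP1 or NSP2, and their own counts were not analysed here.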

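Overexpression in M. truncatula was measured in hairy roots, the transgenic roots that grow after transformation with Agrobacterium rhizogenes. They carried an empty vector (EV), NSP1 (NSP1ox), NSP2 (NSP2ox) or an NSP2 made resistant to its microRNA, miR171h (miRR-NSP2ox). Roots selected by a RUBY reporter were grown for 21 days in sand at +P+N, with 5 mM nitrate and 0.5 mM phosphate. There were 3 libraries in each of the 4 groups. Their counts, made by the authors as for the seedlings, summed to 19356084 to 20243566 in EV (median 20155514), 20189101 to 21492983 in NSP1ox (median 20256101), 18251230 to 25919307 in NSP2ox (median 21211581) and 19913016 to 21590383 in miRR-NSP2ox (median 20495108). The hairy-root table was filtered on its own, at 0.494 CPM in at least 3 libraries, which kept 24004 genes, and each overexpression group was compared with EV. A part of the counts, from 1.4% to 10.3% per hairy-root library, fell on 28 genes of a pair of scaffolds that took at most 0.0197% in the untransformed seedling roots. Hairy roots were compared only with hairy roots, since the other libraries came from another growth system.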

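In barley, roots of the cultivar Golden Promise (GP), of the nsp1 and nsp2 mutants made in it and of lines overexpressing MtNSP1 or MtNSP2 (MtNSP1ox and MtNSP2ox) were sequenced after 21 days in sand. GP and the mutants were grown under the same 4 regimes, with 5 mM nitrate and 0.5 mM phosphate where supplied, and the overexpression lines at +P+N. With 3 libraries in each of 14 groups there were 42 libraries. The authors mapped the reads to the GP reference genome, and the deposited counts cover 87541 gene identifiers. Totals ranged from 64919199 to 213268063 counts per library, with a median of 120015651. In GP they were 75850062 to 161780602 counts at +P+N (median 87854728), 111009655 to 166347146 at +P-N (median 154902141), 120573568 to 201040375 at -P+N (median 165194631) and 140516208 to 175288513 at -P-N (median 148041657). In nsp1 they were 96556579 to 128030306 counts at +P+N (median 119457733), 109222679 to 130425319 at +P-N (median 121121673), 150200244 to 159595710 at -P+N (median 151120307) and 87673234 to 213268063 at -P-N (median 95507125). In nsp2 they were 87414372 to 157268403 counts at +P+N (median 124350001), 99712114 to 177709735 at +P-N (median 113703341), 73647611 to 118790258 at -P+N (median 99509539) and 83638866 to 123267998 at -P-N (median 86955511). MtNSP1ox libraries held 64919199 to 84063727 counts (median 71406612) and MtNSP2ox libraries 67532529 to 123386227 (median 71574517). These totals overstate the depth for most genes, because a set of 1354 genes that rose and fell together took 62.5% to 92.8% of the counts of a library. The other genes shared between 15303383 and 57675605 counts per library. TMM factors ranged from 0.344 to 1.7. The 1354 genes were picked by a correlation over 0.8 of their log2 CPM with the negative log2 TMM factor. Their link to this factor was therefore fixed by that choice. A further 1479 genes had exactly the counts of the next gene in the file, and their values are uncertain because the same reads could have been counted at each. At 0.0833 CPM in at least 3 libraries, 46523 genes were tested.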

To assess the contributions made by *NSP1* and *NSP2* to nutrient starvation, we analyzed the N- and P-starvation transcriptome in barley and *M. truncatula nsp* mutants. 

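Relative to +P+N, 14047 genes were DEGs at +P-N in A17 (7021 higher and 7026 lower), 7138 at -P+N (3544 higher and 3594 lower) and 14883 at -P-N (7498 higher and 7385 lower). Requiring a fold change over 1.5 moved these counts most, to 7572, 2282 and 8132. At -P-N, 590 genes differed between nsp1 and A17 (417 higher and 173 lower in nsp1) and 1374 between nsp2 and A17 (639 higher and 735 lower). Both counts rested on single libraries. For nsp1 the count was 271 without nsp1 replicate 3, 333 without A17 replicate 2, 373 without A17 replicate 1 and 919 without nsp1 replicate 1. For nsp2 it was 712 without A17 replicate 2, 735 without A17 replicate 3, 879 without A17 replicate 1 and 892 without nsp2 replicate 3. The part of the -P-N transcriptome that depends on each gene was taken as the share of A17 DEGs that changed in the opposite direction in the mutant at -P-N. This held for 252 of the 14883 genes in nsp1, or 1.69% (95% Wilson interval 1.5% to 1.91%, which covers counting error only), and for 934 genes in nsp2, or 6.28% (5.9% to 6.68%). Another 192 genes in nsp1 and 155 in nsp2 changed in the same direction as under starvation. Without the libraries numbered 3 the shares were 0.546% and 2.81%, and without those numbered 2 they were 0.854% and 3.04%. Without those numbered 1 they were 2.16% and 5.42%. The same A17 libraries enter both comparisons. In 10 simulations, an unchanged mutant gave a share of at most 0.0137% for nsp1 and 0.0136% for nsp2. It had at most 3 calls in all, so its share could only be near 0. Of the genes called in the mutant, 42.7% in nsp1 and 68% in nsp2 were opposite to the response, against at most 34.5% and 36.6% when the changes of the mutant were moved to random genes. Calls in the starvation direction made up 32.5% in nsp1, against at most 29.9% in these simulations, and 11.3% in nsp2, against at least 24.5%. The regime moved the shares most. With response and mutant both taken at -P+N, a choice made after the values were seen, they were 23.2% for nsp1 and 40.5% for nsp2.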

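In barley, 20998 genes were DEGs in GP at +P-N (10538 higher and 10460 lower), 15425 at -P+N (8394 higher and 7031 lower) and 19854 at -P-N (10032 higher and 9822 lower). At -P-N, 9732 genes differed between nsp1 and GP (4389 higher and 5343 lower) and 10581 between nsp2 and GP (4319 higher and 6262 lower). The nsp1 count was 4951 without GP replicate 2, 5244 without GP replicate 1 and 6276 without nsp1 replicate 3. It rose to 12940 without nsp1 replicate 1, a library with 92.8% of its counts on the 1354 genes that rose and fell together. Of the 19854 starvation DEGs, 2502 changed in the opposite direction in nsp1, a share of 12.6% (95% Wilson interval 12.1% to 13.1%). In nsp2 the number was 3625, or 18.3% (17.7% to 18.8%). In the starvation direction, more genes changed in nsp1, 3054 (15.4%), and fewer in nsp2, 2706 (13.6%). The nsp1 share was 14.5% without the libraries numbered 1, 5.56% without those numbered 2 and 4.84% without those numbered 3. Simulated unchanged mutants, with at most 2 calls each, gave at most 0.0049% for nsp1 and 0.00978% for nsp2. Of the genes called in nsp1, 25.7% were opposite to the response, within the 24.6% to 26.4% that its changes gave when moved to random genes, whereas in nsp2 it was 34.3%, against at most 27.1%. The starvation direction was taken by 31.4% of the nsp1 calls and 25.6% of the nsp2 calls, against at most 22.2% and 21.4%. Apart from leaving out libraries, counting changes of either direction moved both shares most, to 28% and 31.9%. Of the genes called in nsp1 at -P-N, 44% were also called with the same sign in nsp2 in barley (4285 of 9732) and 26.4% in M. truncatula (156 of 590). The highest overlap in 10 simulations with the changes of each mutant moved to random genes was 11.4% in barley and 5.19% in M. truncatula. The simulated nsp2 mutants had fewer calls than the real ones. Scaled to the observed number of nsp2 calls, these limits were 17% and 6.16%.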

*NSP1* is responsible for 12% of the N- and P-starvation transcriptome in *M. truncatula* and 15% in barley, while *NSP2* is responsible for 18% in *M. truncatula* and 23% in barley (Supplementary Fig. 7 and Supplementary Table 2). 

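A selection was made from the calls with an adjusted p under 0.05 and a fold change over 1.5. In M. truncatula, 738 genes were higher in A17 at each of +P-N, -P+N and -P-N than at +P+N. Of these, 95 were lower at -P-N in nsp1 or in nsp2 than in A17, and 30 of the 95 were also higher in miRR-NSP2ox than in EV hairy roots. Without the libraries numbered 1 the selection held 18 genes, as it did without those numbered 3. In barley, 2826 genes were higher in GP under the 3 starvation regimes, 764 of them were lower in a mutant at -P-N, and 372 were also higher in MtNSP2ox than in GP at +P+N. This number was 244 without the libraries numbered 2 and 223 without those numbered 3. Of all genes called in MtNSP2ox, 48.6% were also called with the same sign in nsp1 at +P+N. A higher level in MtNSP2ox thus need not come from the transgene, which was not tested for the 372 genes. Of the 73 genes printed in Fig. 5b, 10 were called higher in nsp1 at +P+N and 10 lower. Dropping the fold threshold moved the M. truncatula selection most, to 64 genes, and requiring lower levels in both mutants moved the barley one most, to 87. The selection held all 22 gene identifiers printed in Fig. 5a, of which 14 were left without the libraries numbered 3, and 70 of the 73 printed in Fig. 5b. The 3 others were CRTISO (chr1Hg0012421), chr4Hg0379791 and chr2Hg0211731, the latter pair named after their values were seen, and each was called in all 3 regimes but was under the fold threshold in at least 1 of them.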

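The study chose the identifiers of Fig. 5 on these libraries, and calls on that list are not independent evidence. All 22 M. truncatula genes were higher in A17 under each starvation regime than at +P+N, with a median log2 fold change of 2.18 at +P-N (2.14 with genes near the counting floor at their bound), 2.87 at -P+N and 3.20 at -P-N. At -P-N, 19 of the 22 were lower in nsp1 than in A17 (22 adjusted over the list alone), with a median log2 fold change of -1.74. In nsp2, 21 were lower (22 adjusted over the list alone), with a median of -1.46. None was higher in either mutant, also at an unadjusted p under 0.05 (0 genes). The 73 barley genes were all higher in GP under each starvation regime, with medians of 3.66 at +P-N, 3.21 at -P+N and 3.48 at -P-N. At -P-N, 65 were lower and 6 higher in nsp1 (both also adjusted over the list alone), with a median of -2.57, or -2.30 with 12 genes at their bound. In nsp2, 68 were lower (69 adjusted over the list alone) and 0 higher (0 at an unadjusted p under 0.05), with a median of -2.16, or -2.14 with 11 genes at their bound. All 73 were higher in MtNSP2ox than in GP at +P+N, with a median of 2.28. In this list the counts of 25 barley genes had a correlation over 0.99 with those of a neighbouring gene. For 18 of them the pair differed by less than counting noise allows, with identical counts for 6, and the values of all 25 are uncertain.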

In order to focus on those genes most directly regulated by these transcription factors, we selected the nutrient responsive genes across all starvation conditions that were *nsp1* or *nsp2-*dependent, as well as induced by *NSP2* overexpression (Fig. 5a, b). This focused group of *NSP*-regulated genes includes many enzymes involved in apocarotenoid biosynthesis (Supplementary Fig. 8a), including most of the strigolactone biosynthesis pathway, but also many enzymes involved in other apocarotenoids associated with mycorrhization: mycorradicins, blumenols, and zaxinones^48^. 

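In M. truncatula, Fig. 5a names 8 of the focused genes, and all of them were DEGs at -P-N in A17 and in both mutants. D27 (Medtr1g471050) rose from 0.39 ± 0.197 CPM (SD, n = 3 libraries) at +P+N to 5.17 ± 1.46 CPM (SD, n = 3) at -P-N in A17. Its log2 fold change was 3.72 (standard error 0.34, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 3.40 and 4.16 with each library left out in turn. It was 2.29 at +P-N and 3.18 at -P+N. In nsp2 at -P-N, D27 stood at 0.72 ± 0.243 CPM (SD, n = 3), a log2 fold change of -2.84 from A17 (standard error 0.29, adjusted p = 1.2e-04 from the same edgeR test and Benjamini-Hochberg adjustment). The phytoene synthase gene PSY (Medtr3g083630) had 0.155 ± 0.0722 CPM (SD, n = 3) at +P+N and 5.92 ± 2.38 CPM (SD, n = 3) at -P-N in A17, and its log2 fold change was larger at -P+N (6.67) than at -P-N (5.20). In nsp1 at -P-N no library had more than 1 count of PSY, which makes it at least 44.2-fold lower than in A17, and in nsp2 its log2 fold change was -2.44. The geranylgeranyl diphosphate synthase gene GGPPS (Medtr5g019460) rose by 3.77 on the log2 scale at -P-N, and with at most 2 counts per library in nsp1 it was at least 16.4-fold lower there. Its log2 fold change in nsp2 was -2.55. The zaxinone synthase gene ZAS (Medtr3g110195) changed by 2.99 in A17, -1.70 in nsp1 and -1.62 in nsp2. CYP722C (Medtr8g076940) changed by 3.43, -2.71 and -1.90, and NSY (Medtr2g086700) by 4.65, -2.44 and -1.88. The changes were smaller for CRTISO (Medtr1g054965), at 0.91, -1.30 and -1.05, and for LUT5 (Medtr7g079440), at 1.15, -1 and -0.75. Each of these 24 calls held with each library left out in turn.

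**Figure D1:**
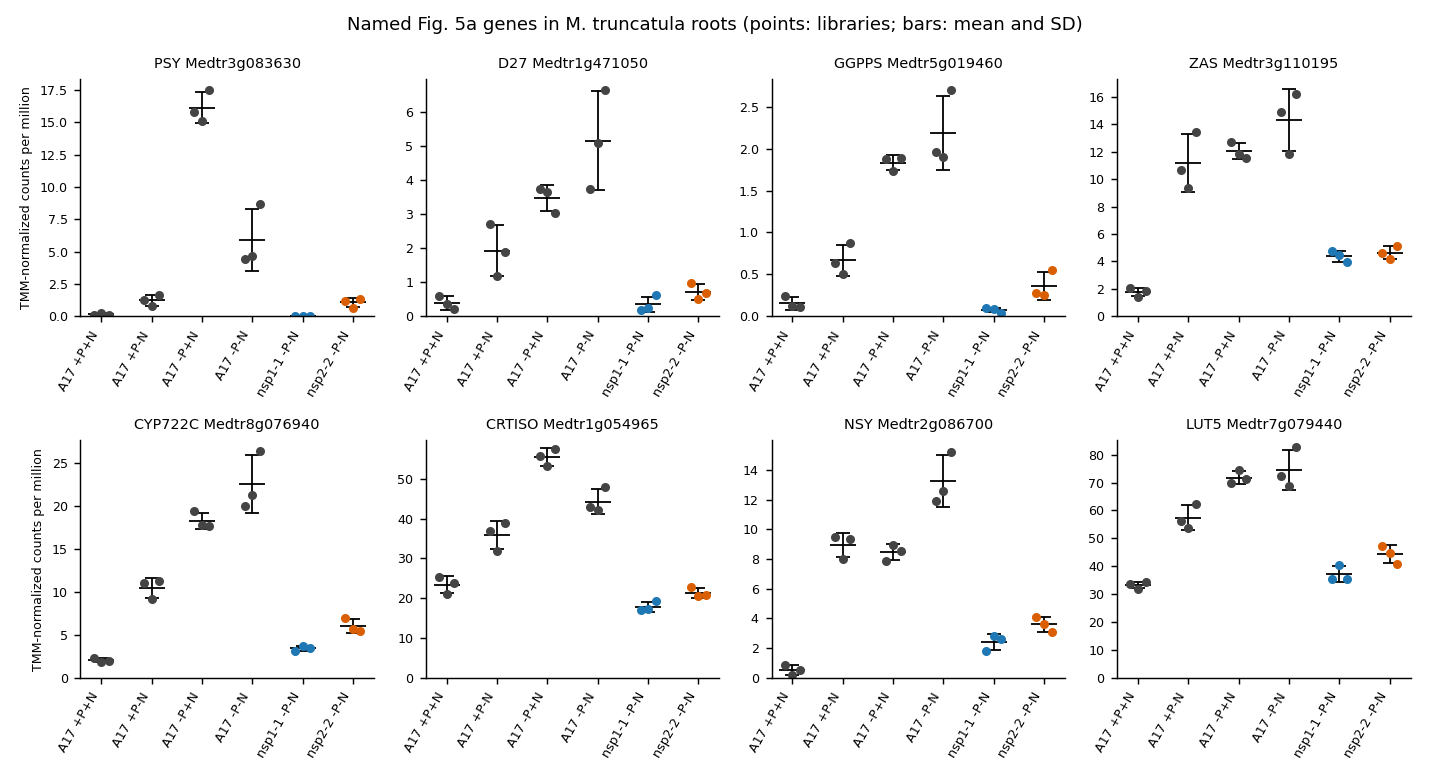
TMM-normalized CPM (y axis, linear from 0) of the 8 genes named in Fig. 5a in A17 under 4 nutrient regimes and in nsp1-1 and nsp2-2 at -P-N (x axis). Points are libraries, horizontal bars are means and whiskers SDs over 3 libraries. D27 stands at 5.17 CPM in A17 at -P-N and at 0.72 CPM in nsp2, while PSY peaks at -P+N.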

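In barley, D27 (chr7Hg0781091) rose from 0.346 ± 0.0312 CPM (SD, n = 3 libraries) at +P+N to 4.18 ± 0.177 CPM (SD, n = 3) at -P-N in GP, a log2 fold change of 3.62 (standard error 0.11, adjusted p = 1.8e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At -P-N it was 0.523 ± 0.0311 CPM (SD, n = 3) in nsp1 and 0.597 ± 0.0949 CPM (SD, n = 3) in nsp2, log2 fold changes of -3 and -2.80 from GP. MtNSP2ox raised it to 2.89 ± 0.418 CPM (SD, n = 3) at +P+N, a log2 fold change of 3.09 (standard error 0.15, adjusted p = 3.5e-07 from the same edgeR test and Benjamini-Hochberg adjustment). The carotenoid cleavage dioxygenase gene CCD7 (chr2Hg0201911) changed less, by 1.83 in GP at -P-N, -1.11 in nsp1, -1.13 in nsp2 and 1.47 in MtNSP2ox on the log2 scale. Of the genes named CCD8, chr3Hg0309501 changed by 6.21, -3.59, -3.51 and 5.31. The other, chr3Hg0246861, had at most 1 count per library in GP at +P+N and was at least 29.5-fold higher at -P-N and at least 105-fold higher in MtNSP2ox. It had 0 counts in every nsp1 and nsp2 library at -P-N, at least 21.8-fold and 25.4-fold lower than in GP. MAX1 (chr3Hg0246881) changed by 5.25, -6.55, -5.65 and 5.30, but its counts rose and fell with those of the neighbouring gene chr3Hg0246891, and as it is not known whether reads were counted at both, its values are uncertain. GGPPS (chr6Hg0595141) has exactly the counts of its neighbour chr6Hg0595131 and is uncertain too. It was at least 139.5-fold higher at -P-N in GP, at least 103.1-fold lower in nsp1, 120-fold lower in nsp2 and at least 81.8-fold higher in MtNSP2ox. PSY (chr5Hg0457721) rose more at -P+N, by 3.66, than at -P-N, by 1.66, and changed by -1.94 in nsp1, -1.89 in nsp2 and 2.28 in MtNSP2ox. DXS (chrUng0843291), LUT5 (chr6Hg0674101), CRTISO (chr1Hg0012421) and ZDS (chr2Hg0150381) changed in the same directions, with log2 fold changes between 0.99 and 4.03 in GP at -P-N. In the mutants theirs lay between -3.85 and -0.91, and in MtNSP2ox between 0.79 and 3.82. All 11 named barley genes were called in these 4 comparisons with each library left out in turn.

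**Figure D2:**
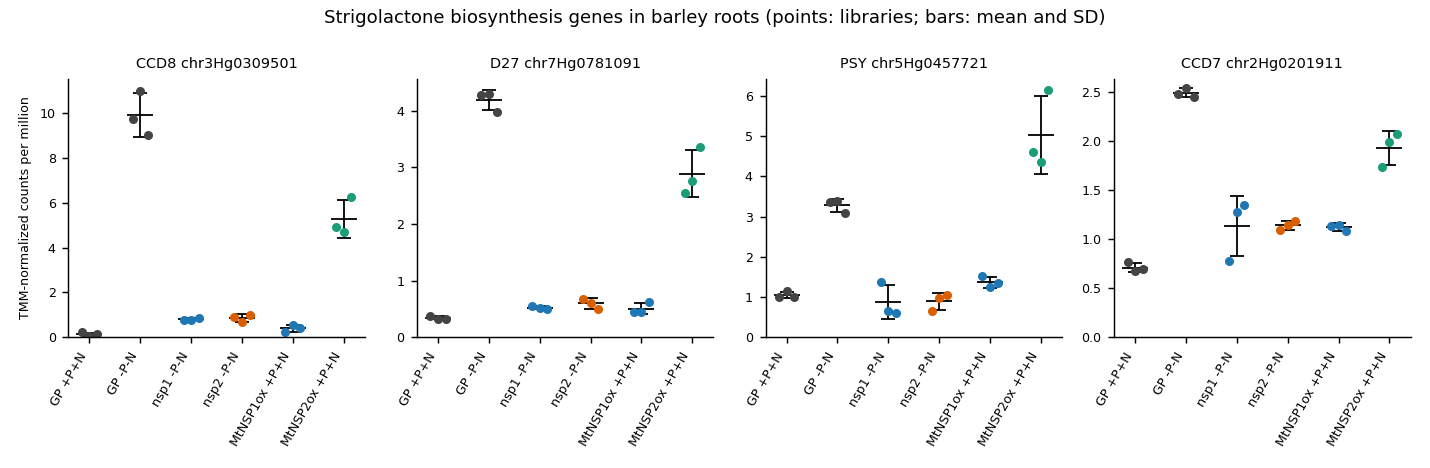
TMM-normalized CPM (y axis, linear from 0) of barley CCD8 (chr3Hg0309501), D27, PSY and CCD7 in GP at +P+N and -P-N, in nsp1 and nsp2 at -P-N and in the overexpression lines at +P+N (x axis). Points are libraries, horizontal bars are means and whiskers SDs over 3 libraries. D27 stands at 4.18 CPM in GP at -P-N, 0.523 CPM in nsp1 and 2.89 CPM in MtNSP2ox.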

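In nsp1 roots at -P-N, D27 had 4 to 14 counts per library against 99 to 153 in A17, a mean of 0.352 ± 0.228 CPM (SD, n = 3 libraries). Its log2 fold change from A17 was -3.83 (standard error 0.35, adjusted p = 8.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between -4.49 and -3.58 with each library left out in turn. Every nsp1 library was below every A17 library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In hairy roots, NSP1ox changed 2819 genes relative to EV (1581 higher and 1238 lower), and 1666 of these passed a fold change over 1.5. Leaving out a library moved the count further, to 1434 without EV replicate 3, and it was 1568 without NSP1ox replicate 3. D27 stood at 2.89 ± 1.39 CPM (SD, n = 3) in NSP1ox and 2.51 ± 0.233 CPM (SD, n = 3) in EV, a log2 fold change of 0.20 (standard error 0.33, adjusted p = 0.76 from the same edgeR test and Benjamini-Hochberg adjustment) that became -0.18 without NSP1ox replicate 1. CYP722C was not called either, at 0.25 (adjusted p = 0.13 from edgeR's test with Benjamini-Hochberg adjustment). PSY was lower in NSP1ox without passing the threshold, at -1.73 (standard error 0.69, adjusted p = 0.14 from edgeR's test with Benjamini-Hochberg adjustment), and passed it without NSP1ox replicate 1, at -3.11 (adjusted p = 0.02, against 0.02 to 0.35 over all alternatives). The other named genes were lower in NSP1ox than in EV. GGPPS fell from 2.02 ± 0.229 to 0.210 ± 0.160 CPM (SD, n = 3 in each group), a log2 fold change of -3.23 (standard error 0.47, adjusted p = 0.0014 from edgeR's test with Benjamini-Hochberg adjustment). ZAS changed by -0.90 and LUT5 by -0.48, and both calls held with each library left out in turn. CRTISO changed by -0.39, a call lost without NSP1ox replicate 3 (adjusted p = 0.072 from edgeR's test with Benjamini-Hochberg adjustment) and without EV replicate 1 (adjusted p = 0.052), against 0.0022 to 0.072 over all alternatives. NSY changed by -0.63, a call lost with the replicate number as a block and in 4 of the 6 fits that each left out a library. Its adjusted p lay between 0.016 and 0.14 over all alternatives, from edgeR's test or DESeq2 with Benjamini-Hochberg adjustment. Over the 22 genes of Fig. 5a, 3 were higher and 10 lower in NSP1ox (5 and 11 adjusted over the list alone).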

In *M. truncatula*, *nsp1* mutants loose root expression of the strigolactone biosynthetic gene *D27* (Supplementary Fig. 8b), as previously reported^33,45^, but overexpression of *NSP1* alone is not sufficient to activate *D27* or other strigolactone biosynthetic genes (Fig. 5a and Supplementary Fig. 8c). Rather overexpression of *NSP2* alone has some gene induction ability, but a combination of *NSP1* and *NSP2* overexpression in *M. truncatula* maximally activates these genes (Supplementary Fig. 8c), revealing the combinatorial function of NSP1 and NSP2 in *M. truncatula*^49^. 

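NSP2ox hairy roots differed from EV in 6165 genes (3397 higher and 2768 lower) and miRR-NSP2ox in 7343 (3818 higher and 3525 lower). D27 rose to 10.4 ± 1.83 CPM (SD, n = 3 libraries) in NSP2ox, a log2 fold change of 2.05 (standard error 0.18, adjusted p = 7.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In miRR-NSP2ox it reached 15.9 ± 1.24 CPM (SD, n = 3), a log2 fold change of 2.65 (standard error 0.14, adjusted p = 6.5e-08 from the same edgeR test and Benjamini-Hochberg adjustment). With each library left out in turn these values stayed between 1.95 and 2.19 and between 2.59 and 2.71. PSY changed by 2.20 on the log2 scale in NSP2ox and 3.19 in miRR-NSP2ox, GGPPS by 1.11 and 2.13, CYP722C by 1.19 and 1.53, and CRTISO by 0.84 and 1.39. For ZAS the values were nearly equal, at 1.48 and 1.53, and NSY changed by 0.72 and 1.01. LUT5 changed by 0.23 in NSP2ox, a call lost in 4 of the 6 fits that each left out a library (adjusted p between 0.021 and 0.12 over all alternatives, from edgeR's test or DESeq2 with Benjamini-Hochberg adjustment), and by 0.74 in miRR-NSP2ox. The difference between NSP2ox and miRR-NSP2ox was not tested. Of the 22 genes of Fig. 5a, 19 were higher in NSP2ox (20 adjusted over the list alone) and 0 lower (0 also at an unadjusted p under 0.05), with a median log2 fold change of 1.10. All 22 were higher in miRR-NSP2ox, with a median of 1.53. Hairy roots with NSP1 and NSP2 together were not analysed here. From the stronger activation by that combination, the paper concludes that NSP1 and NSP2 act in combination in M. truncatula.

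**Figure D3:**
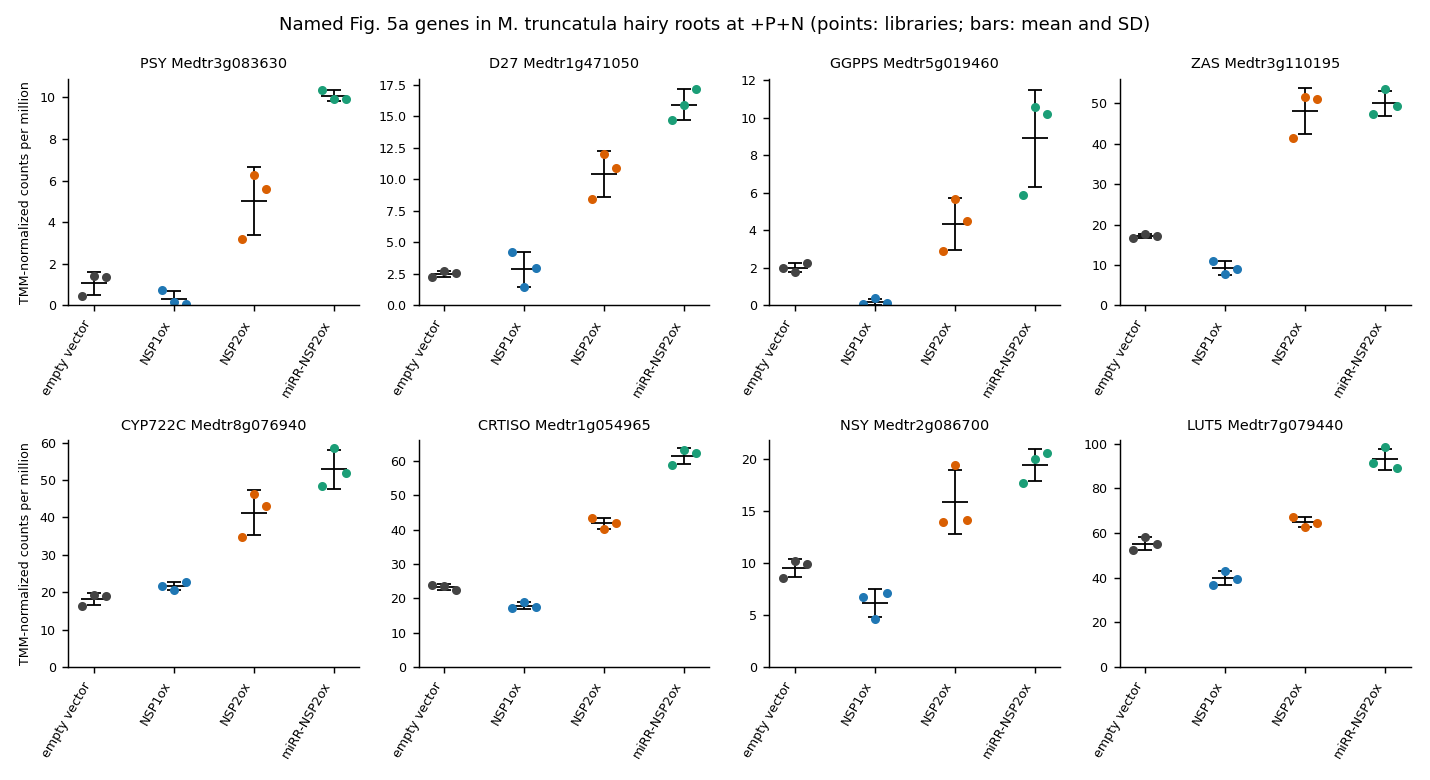
TMM-normalized CPM (y axis, linear from 0) of the 8 genes named in Fig. 5a in hairy roots with EV, NSP1ox, NSP2ox or miRR-NSP2ox at +P+N (x axis). Points are libraries, horizontal bars are means and whiskers SDs over 3 libraries. D27 stands at 10.4 CPM in NSP2ox and 15.9 CPM in miRR-NSP2ox.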

Of the focused group of *NSP*-regulated genes, 73% and 44% could function in apocarotenoid or small molecule biosynthesis in *M. truncatula* and barley, respectively (Fig. 5a, b). The apocarotenoid and associated pathways appear a principal target of *NSP* action, and thus we propose that component(s) of this pathway may explain *NSP* action in nutrient regulation of symbiotic perception.

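Whether the mutants changed the starvation response itself was tested with a genotype by regime interaction over the 12 libraries of wild type and mutant at +P+N and -P-N. In M. truncatula the response of 9 of the 22 genes of Fig. 5a was smaller in nsp1 and that of 3 was smaller in nsp2, against 11 and 8 at an unadjusted p under 0.05. In barley it was smaller for 51 of the 73 genes of Fig. 5b in nsp1 and for 47 in nsp2, against 57 and 54 unadjusted. No gene of either figure had a called larger response in a mutant. At an unadjusted p under 0.05 there were 0 in either nsp1 mutant and 1 in each nsp2 mutant. The study chose the genes of both figures on these libraries, for induction by starvation and dependence on NSP1 or NSP2. That choice favours smaller over larger responses in the mutants, so these counts are not independent evidence. The interaction fits also rest on few libraries. Without the libraries numbered 3, M. truncatula interaction counts over all genes fell from 1152 to 18 in nsp1. In nsp2 they fell from 173 to 56. Barley counts fell from 5661 to 1106 in nsp1 and from 1805 to 407 in nsp2. For barley D27 (chr7Hg0781091) the log2 response was smaller by an interaction term of -3.10 in nsp1 (standard error 0.18, adjusted p = 5.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.82 in nsp2. For M. truncatula D27 (Medtr1g471050), with few counts at +P+N, it was not resolved, at -1.15 in nsp1 (standard error 1.4, adjusted p = 0.71 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.22 in nsp2 (standard error 1.1, adjusted p = 0.64). From the share of the focused genes that could act in apocarotenoid or small molecule biosynthesis, a functional count not analysed here, the paper proposes that components of this pathway may explain NSP action in nutrient regulation of symbiotic perception.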

**Fig. 5:**
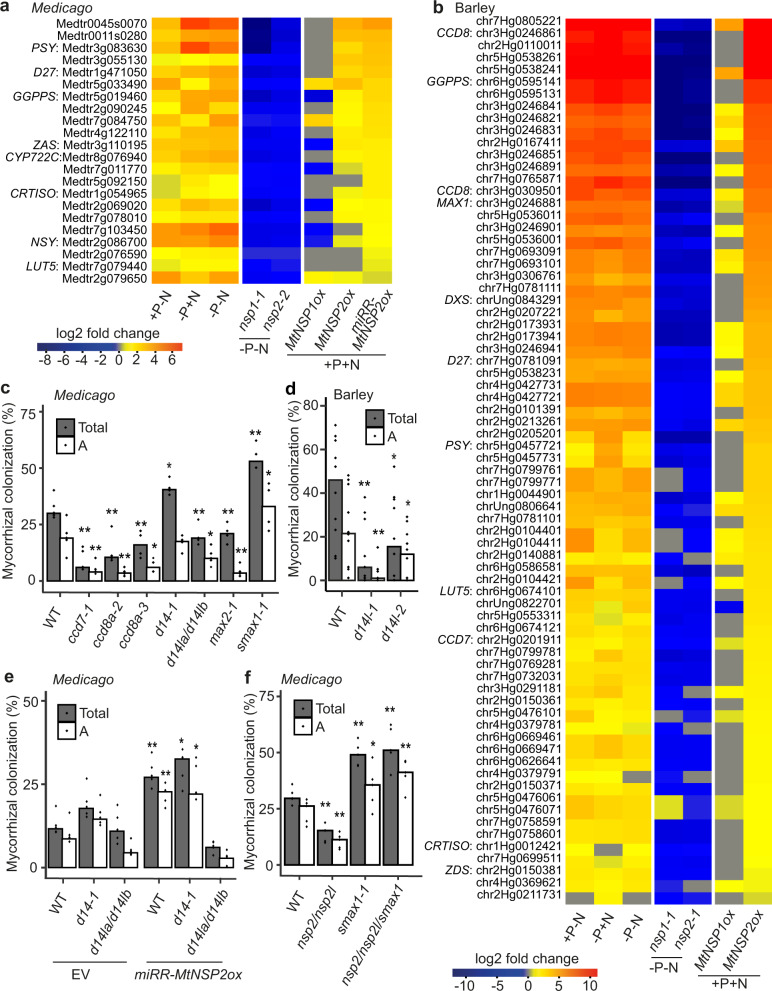
NSP2 overrides P-suppression via strigolactone production and D14L/SMAX1 signaling. Heatmaps showing N- and/or P-starvation induced genes regulated by *NSP1* and *NSP2* and constitutively activated by miRNA-resistant *MtNSP2* overexpression in *M. truncatula* (**a**) and *MtNSP2* overexpression in barley (**b**). Genes involved in strigolactone biosynthesis are annotated. +P–N, −P + N, and −P−N represent the expression of these starvation-induced genes in wild-type plants by comparing −N or/and −P conditions to +P + N. The *nsp* mutants show gene expression in *nsp* mutants compared to wild-type plants under nutrient depletion, while *NSPox* shows *NSP* overexpression roots compared to wild type under nutrient-replete condition. **c** AMF colonization at 3 weeks post-inoculation of *M. truncatula* mutants defective in strigolactone biosynthesis and signaling, as well as karrikin signaling. Plants were grown under low P conditions. *n* = 4–5 biologically independent samples. **d** Root-length colonization at 7 weeks post-inoculation in barley wild type and *d14l* mutant roots under P deficient conditions. *n* = 10 biologically independent plants. **e** AMF colonization of wild type, *d14*, and the *d14l* double mutant with or without overexpression of *miRR-MtNSP2*. Plants were grown under high-P (0.5 mM PO_4_^3−^) conditions for 5 weeks. EV: empty vector. *n* = 5 biologically independent samples. **f** AMF colonization at 3 weeks post inoculation of *M. truncatula nsp2/nsp2l*, *smax1*, and *nsp2/nsp2l/smax1* triple mutants. Plants were grown under low-P conditions. *n* = 5 biologically independent samples. Total: total colonization; A: arbuscules. For statistical analysis, a one-sided Wilcoxon test was performed. **p < 0.01; *0.01 < *p* < 0.05.

### *NSP2* promotes AMF colonization through karrikin signaling

Both karrikin and strigolactone treatment overcame P-suppression of LCO recognition (Fig. 4d and Supplementary Fig. 2c, d), and these two molecules are perceived by different, but homologous receptors: D14L and D14, respectively. Mutations in the strigolactone biosynthesis genes *CCD7* and *CCD8a* (two *CCD8* homologs in *M. truncatula*, Supplementary Figs. 3c, 7b and 4b) show strong reductions in *R. irregularis* colonization (Fig. 5c), while mutants in *D14* (Supplementary Figs. 3d, 4a and 4b) show enhanced *R. irregularis* colonization, although the significance of this effect was variable between experiments (Fig. 5c and Supplementary Fig. 4d). This suggests strigolactone biosynthesis is important for the AMF symbiosis, but perception by D14 is not required and may even have negative connotations for AMF colonization. In contrast, mutants in the karrikin receptor *D14L* (two copies in *M. truncatula* and a single ortholog in barley, Supplementary Fig. 3d) display decreased colonization by *R. irregularis* in both *M. truncatula* and barley (Fig. 5c, d and Supplementary Fig. 5b)*. MAX2/D3*, encoding an F-box protein crucial for both strigolatone and karrikin-like signaling, is a positive regulator of AMF colonization, with its *M. truncatula* mutant (Supplementary Fig. 4a, b) showing reduced *R. irregularis* colonization (Fig. 5c). Consistently, mutants in the negative regulator *SMAX1* (Supplementary Figs. 3e, 4a and 4b), that is targeted for degradation by D14L^37^, show enhanced *R. irregularis* colonization (Fig. 5c). While not equivalent in genetic penetrance, the mycorrhizal phenotypes of these biosynthesis and signaling genes in *Medicago* are comparable to what has been observed in rice and other species^36,37,47,50,51^. We conclude that strigolactones are required as secreted signals to AMF in the rhizosphere, but plant recognition of strigolactones through D14 has no role in this symbiosis. In contrast, the D14L receptor, that is essential to remove the SMAX1 suppressor, shows comparable positive regulation of AMF establishment, with SMAX1 negatively regulating this association.

*D14L* is required in rice to promote LCO recognition for activation of symbiotic calcium oscillations (Fig. 2a), suggesting a role for this signaling component in the establishment of AMF perception at the root surface. Considering that *NSPs* regulate enzymes involved in apocarotenoid biosynthesis (Fig. 5a, b) and also control nutrient-starvation induced promotion of LCO perception (Fig. 3d), we hypothesized that *NSP1* and *NSP2* may function in nutrient starvation through the production of the D14L ligand. To test this, we assessed *NSP2* promotion of AMF colonization in *d14* and *d14l* mutants. We found that the promotion of AMF colonization at restrictive P-concentrations by *NSP2* overexpression was dependent on *D14L*, but not *D14* (Fig. 5e). Consistently, AMF colonization of an *nsp2/nsp2l/smax1* triple mutant resembled the higher colonization of *smax1*, rather than the low colonization observed in the *nsp2/nsp2l* double mutant (Fig. 5f). From this we conclude that *NSP2* functions upstream of the *D14L/SMAX1* signaling module.

Strigolactones have been reported to have negative and positive effects in the regulation of nodulation in pea, dependent on whether mutants in biosynthetic enzymes or the receptor were analyzed^47,52^. In *M. truncatula* we found that both *ccd7* and *ccd8a* mutants develop more nodules (Supplementary Fig. 4e), reflecting a negative role for strigolactones in nodulation of *M. truncatula*. Consistently, strigolactone signaling, through *D14*, also represses nodulation, while karrikin-like signaling, through *D14L* has no impact (Supplementary Fig. 4e). We conclude that the positive effects of strigolactone biosynthesis and karrikin-like signaling are specific to the AMF symbiosis and do not have equivalent functions during the association with N-fixing bacteria.

### *NSP1* and *NSP2* control nutrient starvation-induction of an LCO receptor in barley

Previous work has reported that mutation of *SMAX1* upregulates genes involved in the symbiosis signaling pathway, including the candidate LCO receptor *NFR5*, as well as *SYMRK*, *CCaMK*, and *CYCLOPS*^37^. Our finding that *NSP2* functions through activation of *D14L* signaling and thus likely removal of SMAX1, implicates a potential role of NSP2 in regulating symbiosis signaling. Overexpression of *MtNSP2* in barley significantly promotes the expression of *SYMRK* and *CYCLOPS*, as well as *RLK10* (the *NFR5* homolog in barley, Supplementary Fig. 3f), under nutrient replete conditions (Fig. 6b). Notably, while these genes are regulated by nutrient starvation, only *RLK10* shows nutrient-starvation activation in a manner dependent on *NSP1* and *NSP2* (Fig. 6b), as well as *D14L* (Fig. 6c). 5DS and KARs treatments allow LCO perception under repressive P conditions (Fig. 4d) and consistently also promote expression of *RLK10* (Fig. 6d and Supplementary Fig. 9b), in a manner dependent on *D14L*, but independent of *NSP2* (Fig. 6d). These data reveal that the action of 5DS and KARs are both dependent on *D14L*, showing, at least in this experimental set-up, that D14L signaling can be promoted by 5DS, as well as KARs.

**Fig. 6:**
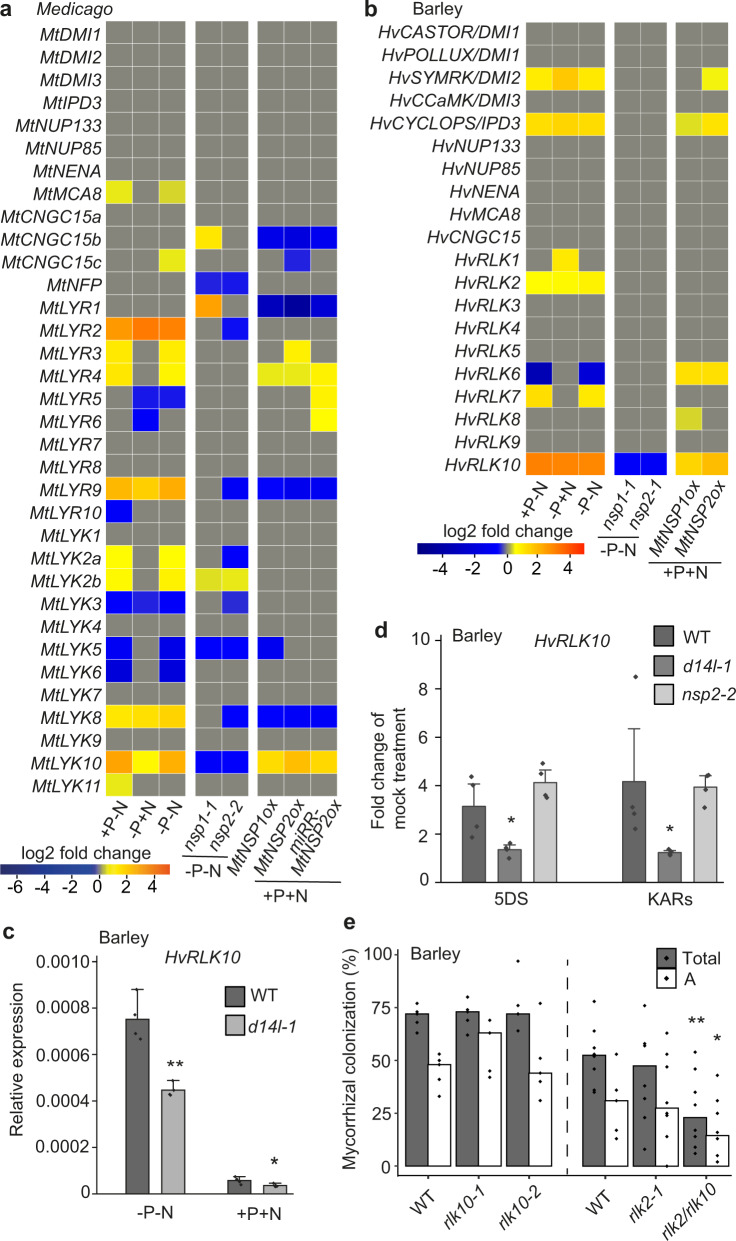
*NSP1* and *NSP2* promote the expression of LysM-type receptors allowing LCO recognition. Heatmaps representing the expression of genes encoding the common symbiosis signaling pathway and LysM-type receptor-like kinases in wild-type plants under N- and/or P-starvation, as well as in *nsp* mutants under nutrient deficient conditions and in *NSP* overexpression lines under nutrient-replete conditions in *M. truncatula* (**a**) and barley (**b**). +P−N, −P + N and -P-N represent the expression of these genes in wild-type plants under −N or/and −P conditions in comparison to +P + N conditions. *nsp* mutant columns show the expression of these genes in *nsp* mutants compared to wild type under nutrient-deficient conditions, while *NSPox* columns show *NSP* overexpression roots compared to wild type under nutrient-replete conditions. **c** Expression of barley *RLK10* in wild type and *d14l* mutant roots. Plants were grown in nutrient deficient or sufficient conditions for 3 weeks. *n* = 4 biologically independent samples, ±s.e.m.; **indicates *p* < 0.01, *indicates 0.01 < *p* < 0.05, measured using a Student’s *t*-test (one-tailed, two-sample equal variance). **d** Induction of barley *RLK10* by 5DS and KARs. Wild type, *d14l-1* and *nsp2-2* mutant plants were grown under repressive P-conditions and pretreated for 2 days on solid media containing 1 μM 5-deoxystrigol (5DS) or a mixture of 1 μM karrikin 1 and karrikin 2 (KARs). *n* = 4 biologically independent samples, ±s.e.m. *indicates 0.01 < *p* < 0.05, measured using a Student’s *t*-test (one-tailed, two-sample equal variance). **e** Root-length colonization of barley *rlk10*, *rlk2*, and *rlk2/rlk10* double mutants grown under P-limited conditions, measured at 7 weeks post inoculation. The *RLK10* mutation in the *rlk2/rlk10* double mutant is equivalent to *rlk10-1*. *n* = 5–8 biologically independent plants. Total: total colonization; A: arbuscules. *p*-values for colonization levels were determined by a one-sided Wilcoxon test. **p < 0.01; *0.01 < *p* < 0.05.

Our data suggest that *NSP* and *D14L* control of AMF colonization, as a function of nutrient status, may principally be through the regulation of *RLK10*. To test this we generated mutants in *RLK10* and its close homolog *RLK2* (Supplementary Fig. 3f), which is also upregulated under nutrient starvation (Fig. 6b and Supplementary Fig. 9a). No significant defect of AMF colonization was observed in the *rlk10* or *rlk2* single mutants (Fig. 6e and Supplementary Fig. 9c, d), but a combination *rlk2*/*rlk10* double mutant was significantly impaired in AMF colonization (Fig. 6e and Supplementary Fig. 9d). These two receptors contribute to LCO and CO perception with *rlk2* attenuated in both LCO and CO-induced calcium oscillations and the *rlk2/rlk10* double mutant completely insensitive to LCO perception (Table 1). We conclude that *RLK10* acts as a LCO receptor and its nutrient regulation, in combination with that of *RLK2*, allows LCO recognition under nutrient starvation conditions.

**Table 1:** *RLK2* and *RLK10* contribute to LCO and CO perception for induction of calcium spiking (cells spiking/total cells analysed)

	10^−7^ M *Sm*LCO (spiking/total)	10^-7 ^M CO4 (spiking/total)
WT	54 / 72	52 / 69
*rlk2*	12 / 110	14 / 88
*rlk10*	38 / 50	30 / 42
*rlk2/rlk10*	0 / 91	13 / 80

A parallel assessment of nutrient-status and *NSP*-dependence on the regulation of symbiosis signaling genes in *M. truncatula* showed very little nutrient regulation of these signal transduction components (Fig. 6a), however, a number of genes encoding LysM*-*type receptor-like kinases showed nutrient-responsiveness, some of which were dependent on *NSP1* and/or *NSP2* (Fig. 6a). However, the known LCO receptors, *NFP* and *LYK3*, showed no upregulation in response to nutrient-starvation (Fig. 6a). We propose that other receptors, beyond those characterized, must explain nutrient responsive LCO perception in *M. truncatula*.

## Discussion

Plants regulate associations with beneficial microorganisms as a function of the levels of N and P in their surrounding environment^53–55^, likely due to the higher energetic costs associated with a symbiotic route for nutrient capture^16–18^. The mechanisms that allow this nutrient regulation of microbial engagement are only just beginning to be elucidated. We demonstrate that one mechanism for nutrient control of AMF associations is through the regulation of LCO perception and its ability to activate symbiosis signaling^22^. This signaling pathway is essential for AMF colonization^21^ and is particularly associated with the initial recognition of AMF at the root surface^11,56^. We show that the perception of LCOs in both *M. truncatula* and barley is strongly regulated by the availability of both N and P, with a combination of N- and P-starvation maximally activating LCO recognition. The regulation of CO perception and its ability to activate symbiosis signaling is much less responsive to nutrient availability, suggesting that a mechanism specific to LCO perception is likely the principle target for regulation. We propose transcriptional regulation of the LCO receptors, *RLK2* and *RLK10* in barley, provides such a mechanism. However, we also observe nutrient control of *SYMRK* and *CYCLOPS* expression and their upregulation by *NSP2* overexpression, pointing at additional targets for the nutrient regulation of this pathway. This may explain the qualitative differences we observe in the patterns of the calcium oscillations in plants grown under different nutrient regimes (Supplementary Fig. 2a, b). LCOs have recently been shown to be molecules produced by a range of fungal species, not only beneficial fungi^57^. However, LCO production is enhanced in AMF following the perception of plant-derived signals, such as strigolactones^8–10^, and this enhancement of LCO production has not been demonstrated in other species of fungi. We propose that even with LCOs produced by many fungi, there remain possible mechanisms for these molecules to act as symbiotic signals, either through the suite of decorated LCOs generated by specific fungi or by their enhanced production and delivery at the root surface. However, it is surprising that the *rlk2/rlk10* mutant that shows no LCO induction of symbiosis signaling and a greatly attenuated response to CO4, still shows 50% colonization by AMF, in contrast to the lack of colonization in symbiosis signaling mutants. This suggests that additional signals from AMF, yet to be defined, may contribute to the activation of symbiosis signaling in the host plant.

We demonstrate that nutrient regulation of LCO perception is a function of the transcription factors *NSP1* and *NSP2*. These genes regulate many components involved in the biosynthesis of apocarotenoids, in both *M. truncatula* and barley, suggesting that regulation of apocarotenoid biosynthesis is an important and conserved function of *NSPs* in plants. Numerous apocarotenoids have been associated with the AMF symbiosis, such as strigolactones, mycorradicins, blumenols, and zaxinones^48^. We demonstrate that *NSPs* are necessary and sufficient to activate strigolactone production, but the range of enzymes controlled by *NSPs* that are associated with apocarotenoid biosynthesis implies that these transcription factors are likely affecting a much broader range of apocarotenoid-derived small molecules. Our genetic analysis in *M. truncatula* is consistent with previous work in rice^36,37,47,50,51^ and demonstrates that strigolactones are primarily a signal exuded to the rhizosphere to promote interactions with the fungus, but their recognition by the plant via the receptor *D14* is irrelevant to AMF associations and may even be detrimental. In contrast, the karrikin-like receptor *D14L*, that is essential for AMF colonization^36^, is essential for both appropriate and *NSP2*-driven enhancement of AMF infection. In our work, we found that *D14L* is essential for responses to karrikins, but surprisingly was also essential for the 5DS induction of *RLK10* expression and resultant LCO perception. Villaécija-Aguilar et al.^58^ reported that root hair development in *d14* is still responsive to 5DS^58^, suggesting a *D14*-independent strigolactone receptor. D14L paralogs in pea are able to bind 5DS in vitro and hydrolyse strigolactone-like molecules^59^, raising the possibility that strigolactones or strigolactone-derived molecules^60^ may bind and activate D14L.

We propose that *NSPs* likely control the production of small molecules required for the activation of D14L and subsequent suppression of SMAX1 (Fig. 7). Consistent with this hypothesis, we observe that *NSP2* overexpression in barley activates *RLK10/NFR5, SYMRK*, and *CYCLOPS*, genes that are also constitutively activated in the rice *smax1* mutant^37^. Thus *NSP* regulation during nutrient starvation coordinates external rhizopheric signaling to AMF via the production of strigolactones, with internal plant signaling promoting the expression of the LCO receptor and some components of the symbiosis signaling pathway. As such, *NSPs* can coordinate multiple processes preparing both AMF and the host plant for symbiosis (Fig. 7).

**Fig. 7:**
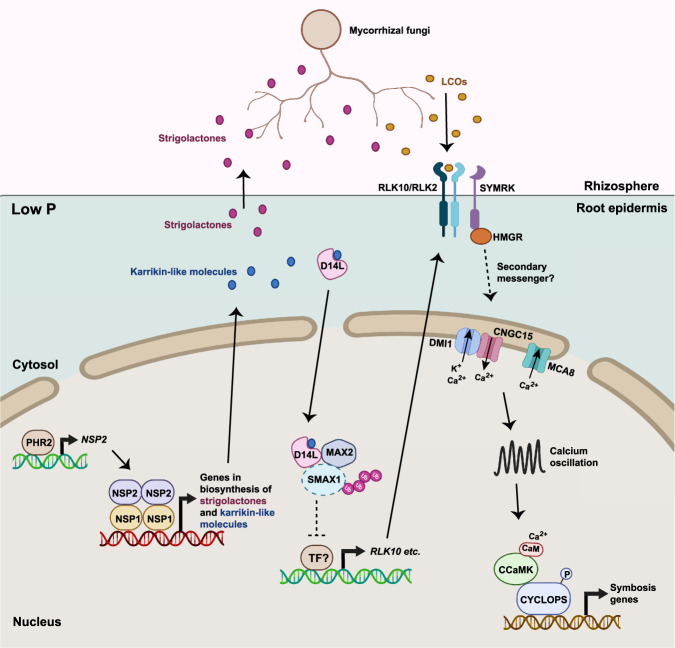
P-regulation of LCO production and perception, controlled by *NSP1/NSP2*. Under P-starvation conditions, *NSP2* expression is promoted by *PHR2*^32^, that functions with *NSP1* to promote gene expression associated with the biosynthesis of strigolactones and unknown karrikin-like molecules. Strigolactones are exuded to the rhizosphere to activate hyphal branching of mycorrhizal fungi and stimulate the production of fungal signals, including LCOs^8–10^. Karrikin-like signaling via D14L removes SMAX1 suppression, allowing the expression of the LCO receptor, *RLK10* in barley and *NFR5* in rice, allowing LCO recognition and activation of symbiosis signaling, triggering nuclear calcium oscillations and symbiotic gene expression. Whether strigolactones or strigolactone-derived molecules act as endogenous karrikin-like molecules needs to be further assessed. Taken together, *NSP1* and *NSP2* coordinate fungal and plant processes associated with LCO production and perception, to facilitate the AMF symbiosis. Created with BioRender.com.

The transcription factors *PHR1* and *PHR2* are master regulators of the P-starvation response that have been demonstrated to also control associations with a range of microorganisms^1,31,32,61,62^. Of particular relevance is the very recent demonstrations that *PHRs* control the engagement with AMF, appearing to function at multiple levels during this association^31,32^. PHR2 directly binds the promoters of a range of genes in rice associated with cortical cells harboring arbuscules, with the regulation of proteins associated with nutrient exchange across the periarbuscular membrane^31^. In addition, PHR2 also directly regulates the expression of *CERK1* and *SYMRK* in rice, that are associated with the perception of COs and the symbiosis signaling pathway, suggesting an additional role for *PHR2* at the root surface for initial perception of AMF^32^. While the expression of the LCO receptor *NFR5*^14,34^ is affected by the *phr2* mutant, this gene is not directly regulated by *PHR2*^32^. Instead, *NSP2* is a direct target of *PHR2* and we propose that the regulation of the LCO receptor by *PHR2* is through the regulation of *NSP2*, as demonstrated here. This implies that *PHR2* can regulate the symbiosis signaling pathway via two mechanisms: direct control of *CERK1* and *SYMRK* and indirect control of *NFR5, SYMRK*, and *CYCLOPS* through the promotion of *NSP2* expression. Overexpression of both *NSP2* (this study) and *PHR2*^31,32^ is sufficient to partially override P-suppression of AMF colonization, with the relative levels of impact comparable. This further supports a linear relationship between *PHR2* and *NSP2* function, at least for the regulation of AMF colonization at the root surface. *NSP2* overexpression does not induce any of the *PHR2-*induced genes associated with the arbuscule^31^, making it difficult to judge whether *NSPs* also function downstream of *PHR2* at this late stage of the AMF association. However, *nsp* mutants of barley show strong reductions in numbers of arbuscules (Fig. 3f), implying a possible role for *NSPs* also during arbuscule development.

Nutrient regulation of LCO recognition by *NSPs* is conserved between *M. truncatula* and barley, implying a process that probably evolved early in the plant kingdom, likely alongside the evolution of symbiosis signaling^63^, to support AMF symbioses. Within the last 100 million years, legumes augmented their symbiotic repertoire with the addition of associations with N-fixing bacteria. During this evolutionary process, legumes utilized the preexisting symbiosis signaling pathway to allow recognition of N-fixing bacteria^64^. Our work reveals that whereas both *M. truncatula* and barley can activate symbiosis signaling via equivalent signaling molecules, including LCO Nod factors produced by N-fixing bacteria, legumes appear to have expanded their specificity of LCO recognition, showing exquisite sensitivity for appropriately decorated LCOs generated by their N-fixing symbiont. This is consistent with the specific decorations on LCOs providing host legume specificity for N-fixing symbionts^65^. *NSP1* and *NSP2* have essential roles in nodulation^38,39^, and this function appears to be during nodule establishment, downstream of both symbiosis signaling and cytokinin signaling^23,66^. This suggests additional functions for *NSP1* and *NSP2* during nodulation, that may be unrelated to their functions in preparation of the plant for AMF colonization. An expansion for *NSP2* function may have been facilitated by the duplication of this gene in legumes, with genetic redundancy between *NSP2* and *NSP2L* for AMF associations in *M. truncatula*, but no such genetic redundancy for *NSP2* during nodulation^67^. It remains unclear whether *NSP2* function during nodulation is associated with apocarotenoid biosynthesis, however, the fact that neither strigolactones or *D14L* have positive functions during nodule establishment, points at quite different targets and modes of action for *NSPs* during nodule organogenesis.

Achieving sustainable productivity in agriculture necessitates a reduction in the global dependence on inorganic fertilizers and this in part could be achieved through better use of beneficial microbial associations. Our work demonstrates a mechanism to enhance colonization of AMF, in particular under suppressive P-conditions, using genes that have symbiotic specific functions, that is preferable to using genes such as *PHR2* that have very broad effects on plant function. Enhancing AMF associations in agriculture has the potential to improve the efficiency of nutrient capture, reducing loss of these nutrients to the environment^68^. Furthermore, we have also demonstrated major differences between legumes and cereals in the stringency of LCO recognition, a process already well understood^69^. This is likely an important engineering target for generating N-fixing cereals. Agricultural processes that rely more heavily on beneficial microbial nutrient delivery as oppose to the application of inorganic fertilizers, have the potential to deliver more sustainable and equitable global food production.

## Methods

### Plant materials

Barley (*Hordeum vulgare* L. cv. Golden Promise), wheat (*Triticum aestivum* L. cv Fielder), maize (Zea mays L.), and rice (*Oryza sativa* cv. Nipponbare) were transformed with the calcium reporter cameleon YC3.6 using *Agrobacterium tumefaciens-*mediated transformation^70–72^. Barley *symrk*, *ccamk*, *cyclops*, *ram1*, *nsp1*, *nsp2*, and *d14l* mutants were generated with CRISPR/Cas9^73^. YC3.6 was introduced into the barley *symrk-1* and rice *pollux*^36^ and *d14l*^37^ through *Agrobacterium-*mediated transformation^70^. Individual T2 lines showing strong expression of YC3.6 were selected for calcium analysis. *Medicago truncatula* A17 was used as the wild type of *nsp1-1*, *nsp2-2*, and *nsp1/nsp2* mutants. YC3.6 was incorporated into *nsp1/nsp2* mutant by crossing with an existing stable YC3.6 line in A17 background. *Medicago truncatula* R108 was used as the control for the *Tnt1* insertion mutants *nsp1-3* (NF9220), *nsp2-4* (NF10950), *nsp2l-1* (NF17492), *ccd7-1* (NF1485), *ccd8a-2* (NF18323), *ccd8a-3* (NF111036), *ccd8a-3* (NF111036), *d14-1* (NF18262), *d14la-1* (NF13623), *d14lb-1* (NF5873), *max2-1* (NF18521), and *smax1-1* (NF4373). All *Tnt1* lines were ordered from the Samuel Roberts Noble Foundation collection^74^. The primers for genotyping of these *Tnt1* mutants are listed in Table S4.

### Plant growth conditions

Barley, wheat, and maize seeds were treated with 70% ethanol for 2 minutes, followed with three times wash in sterile water. The seeds were then surfaced sterilized by 5% sodium hypochlorite solution for 4 minutes and rinsed with sterile water 4–5 times. The sterilized seeds were plated on 1% water agar plates and imbibed at 4 °C for 3 days and then germinated in the dark at 22 °C for 2–3 days. Seedlings were cultivated in a 1:1 mixture of sterilized terragreen (Oil‐dry UK ltd) and sharp sand (BB Minerals) in growth chambers at 20 °C under 16 h light/8 h dark conditions with 80% relative humidity.

Rice seeds were surface-sterilized briefly in 70% (v/v) ethanol, then for 20 min in 3% (v/v) sodium hypochlorite, and finally rinsed three times in sterile water. Imbibed seeds were germinated on 0.6% (w/v) bactoagar in the dark at 30 °C for 3-7 days. Seedlings were transferred into cones containing sterile quartz sand and cultivated in growth chambers at 28 °C/20 °C, 12 h light/12 h dark cycle with 60% relative humidity.

*M. truncatula* seeds were scarified with sandpaper and surface-sterilized in 10% sodium hypochlorite solution for 6 mins and rinsed 4–5 times in sterile water. The seeds planted on 1% water agar were imbibed at 4 °C for 3 days and germinated overnight in the dark at 22 °C. Seedlings were cultivated in growth chambers at 20 °C under 16 h light/8 h dark conditions with 80% relative humidity.

### Nuclear calcium imaging

For barley, wheat and maize calcium analyses in Figs. 1a and 2b, plants were grown in 1:1 mixture of sterilized Terragreen and sharp sand mix and watered with sterile water only for 25 days. For rice calcium analyses in Fig. 2a, plants were grown in cones containing sterile quartz sand and watered three times weekly for the first week, and subsequently watered once a week and fertilized twice a week with half Hoagland solution (25 μM PO_4_^3-^) until plants were five weeks old. These growth conditions were previously demonstrated to promote efficient mycorrhizal colonization^21^. For calcium analyses in Fig. 1b, c, *M. truncatula* and barley seedlings were grown for 10 days on BNM^75^ plates without aminoethoxyvinylglycine (AVG, Sigma-Aldrich) until lateral roots emerged.

For nutrient treatments on *M. truncatula* and barley, seedlings were grown for 16 days on modified BNM plates with the concentrations of N and P as: -N-P, no NO_3_^−^ and no PO_4_^3−^; −N + P, no NO_3_^−^ and 0.5 mM PO_4_^3−^; + N-P, 5 mM NO_3_^-^ and no PO_4_^3−^; + N + P, 5 mM NO_3_^−^ and 0.5 mM PO_4_^3−^. The concentration of P used reflects that which was sufficient to significantly suppress AMF colonization in *M. truncatula* and barley (Fig. 4a, b).

For the pretreatment of strigolactone and karrikin on barley, *M. truncatula* and wheat, seedlings were grown on BNM plates (−N + P, no NO_3_^−^ and 0.5 mM PO_4_^3−^) for 5 days (barley and wheat) or 10 days (*M. truncatula*) until lateral roots emerged, and then were treated in BNM liquid medium with 0.1 μM or 1 μM (±)−5-deoxystrigol (Chiralix), a 0.1 μM or 1 μM mixture of karrikin 1 and karrikin 2 (Chiralix) or 1 μM GR24 (Chiralix), using BNM liquid adding the same volume of acetone (Fisher Chemical) as a control. Following the treatment of lateral roots with different concentrations of COs and LCOs, the measurement of calcium oscillations was performed using an inverted epifluorescence microscope (model TE2000; Nikon). Calcium recordings were collected and analyzed as described previously^11^.

### Generation of barley CRISPR mutants and barley transgenic lines

The methods for creating barley CRISPR mutants are as described^73^. The specific target sequences of the guide RNAs, and the mutations present in each mutant plant, are listed in Supplementary Table 5. *Hordeum vulgare* cv. Golden Promise wild type or YC3.6 lines were transformed as previously described^70^ with the constructs (L2 plasmids) listed in Supplementary Table 3. Briefly, the constructs were transformed into *Agrobacterium tumefaciens* strain AGL1. Immature barley seeds (with embryo size around 1.5 mm in diameter) were harvested and sterilized with 70% ethanol for 2 minutes, followed by 3 washes in sterile water. The seeds were then sterilized with 5% sodium hypochlorite solution for 4 minutes and rinsed with sterile water 4–5 times. Immature embryos were isolated using fine forceps in a laminar flow hood and the embryonic axis was removed from the scutellum and discarded. They were then cultured on Callus induction (CI) plates^70^ at 23–24 °C in the dark overnight. The embryos were treated with *Agrobacterium* inoculum and transferred to new CI plates for co-cultivation. After 3 days, the embryos were transferred to CI plates with antibiotics: Timentin, to remove the *Agrobacterium* and hygromycin, for selection of transgenic cells. The following culture at 23–24 °C in the dark for 2 weeks, embryos were transferred to fresh CI plates and cultured under the same conditions for another 4 weeks to induce callus formation, with subculture to fresh plates after 2 weeks. Calli were then transferred to Transition medium under low light for 2 weeks. Calli that developed shoots were transferred to Regeneration plates^70^ until small plantlets formed. Individual plantlets were separated and transferred to rooting tubes. Once plantlets reached the top of the tubes and had good root systems, they were transferred to soil for growth to maturity.

### Mycorrhizal inoculation

For mycorrhization assays, the barley seedlings were inoculated with 5% or 10% (w/w) crude inoculum (produced on *Tagetes multiflora*) of *R. irregularis* and grown in a cone system at 28 °C/20 °C,12 h light/12 h dark cycle with 60% humidity. Plants were watered with water only for the first 1–2 weeks, then were nurtured with half-strength Hoagland solution containing 10 μM PO_4_^3−^ twice a week. For nutrient treatments on barley *NSP* overexpression lines, half-strength Hoagland solutions containing a range of P concentrations (10 μM, 500 μM, and 1 mM PO_4_^3−^) were given twice a week repeatedly. The inoculated roots were harvested and stained by Trypan blue^76^. Stained roots were mounted on slides (ten root pieces per slide), and fungal colonization was quantified at 10 representative random points per root piece.

*M. truncatula* plants were grown in 4 x 4 x 4.5 cm^3^ pots containing sharp sand and 200 *R. irregularis* spores. *R. irregularis* spores were ordered from Premier Tech (Québec, Canada). Plants were fertilized twice per week with modified BNM liquid medium (5 mM NO_3_^−^ and 10 μM PO_4_^3−^) for 3 weeks. For nutrient treatments on hairy-root transformed *NSP*-overexpression plants, modified BNM solutions containing low and high P (10 μM and 500 μM PO_4_^3−^, 5 mM NO_3_^−^) were given twice a week until harvesting at 5 weeks post inoculation. The harvest roots were stained with an ink-vinegar solution^77^. The roots were cut into 1 cm segments and pre‐cleared by incubation in 10% (w/v) KOH at 95 °C for 10 min. Roots were rinsed 3 times with distilled water and stained with a solution containing 5% ink and 5% acetic acid at 95 °C for 3–5 min. Roots were de‐stained in water for 1–2 days, and fungal structures were quantified using the gridline intersect method^78^. Fungal colonization was visualized using a Keyence digital microscope (Keyence VHX-5000).

### Plasmid construction

The plasmids were all constructed using the Golden Gate cloning system^79,80^. The gene sequences were domesticated and synthesized, and then cloned into level 0 vector pMS or pMK (GeneArt, Thermo Fisher Scientific). The assemblies of level 1 and level 2 plasmids are listed in Table S3. All the plasmids used in this study are held for distribution in the ENSA project collection (https://www.ensa.ac.uk/). *pMtD27::GUS* transcriptional reporter was generated using 1045 bp of the *MtD27* promotor and cloned in modified pCAMBIA2200 binary vector^81^.

### Hairy root transformation

The hairy root transformation assay was performed as described^82^. For Fig. 4a, *M. truncatula* seedlings were transformed via *A. rhizogenes* strain ARqua1 mediated hairy root transformation with either an empty vector carrying a RUBY reporter^83^ or vectors with overexpression of *NSP* genes (Supplementary Table 3). Three weeks after transformation, plants with *RUBY*-expressing roots were selected for further assays.

For Supplementary Fig. 8b, c, *M. truncatula* seedlings were transformed via *A. rhizogenes* strain AR1193 mediated hairy root transformation with the vectors containing a *DsRed* reporter. The plants were grown on modFP plates for four weeks after hairy-root transformation. The transformed roots were screened using an Axiozoom V16 (Zeiss) or DMR/MZFLIII (Leica) microscope to visualize the transformation marker DsRed. The positive roots were harvested for GUS staining or gene expression analyses.

### RNA extraction and RT-qPCR

Barley seedlings were grown in sterilized sharp sand for 21 days, fertilized twice a week with modified BNM liquid with the concentrations of N and P as: −N−P, no NO_3_^−^ and no PO_4_^3−^; −N + P, no NO_3_^−^ and 0.5 mM PO_4_^3−^; + N-P, 5 mM NO_3_^−^ and no PO_4_^3−^; + N + P, 5 mM NO_3_^−^ and 0.5 mM PO_4_^3−^. For the pretreatment of strigolactone and karrikin on barley, seedlings were grown on modified BNM plates (+N + P, 3 mM NO_3_^-^ and 0.5 mM PO_4_^3−^) for 3 days, and then were treated on modified BNM solid medium containing 1 μM (±)-5-deoxystrigol (Chiralix) and a 1 μM mixture of karrikin 1 and karrikin 2 (Chiralix) for 2 days.

*M. truncatula* seedlings of A17, *nsp1-1*, and *nsp2-2* were grown on modified BNM plates for 15 days with the concentrations of N and P as: −N−P, no NO_3_^−^ and no PO_4_^3−^; −N + P, no NO_3_^−^ and 3.75 mM PO_4_^3−^; + N−P, 5 mM NO_3_^−^ and no PO_4_^3−^; + N + P, 5 mM NO_3_^−^ and 3.75 mM PO_4_^3^. The concentrations of P used reflect those calculated as being necessary for suppression of AMF colonization in *M. truncatula*^55^. The *A. rhizogenes* transformed *M. truncatula* roots with *NSP* overexpression were transferred into sterilized sharp sand after the selection by a RUBY reporter and watered with modified BNM liquid (+N + P, 5 mM NO_3_^−^ and 0.5 mM PO_4_^3−^) twice a week for three weeks. The roots were harvested and stored at −80 °C for RNA extraction.

Barley total RNA was extracted using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich) and *M. truncatula* total RNA was isolated with the RNeasy PlantMini Kit (Qiagen), following the manufacturer’s instructions. RNA concentration was determined by NanoDrop One (Thermo Scientific). 1μg of total RNA was used for cDNA synthesis with the SensiFAST cDNA Synthesis Kit (Bioline). Real-time quantitative PCR (RT-qPCR) was performed using SensiFAST SYBR No-ROX Kit and semi-quantitative RT-PCR using GoTaq Green Master Mix (Promega). The primers used for gene expression analysis are listed in Supplementary Table 4.

### RNA-seq and data analysis

Large scale transcriptomic RNA sequencing (RNA-seq) was performed by GeneWiz (Leipzig, Germany) and Novogene (Cambridge, United Kingdom). RNA samples were sent for library preparation and sequencing with Illumina NovaSeq Next Generation Sequencing system as paired-end 2 × 150 bp reads. Raw fastq files generated from sequencing were further subjected to quality controls with FastQC software^84^ and then mapped to the *Medicago truncatula* reference genome 4.0 (Mt4.0v1)^85^ from Phytozome database^86^ or the *Hordeum vulgare* cv. Golden Promise reference genome^63,87^, using STAR software^88^. The counts and FPKM (Fragments per kilobase per million mapped reads) values were calculated with featureCounts in R package Rsubread^89^. Non-metric multidimensional scaling was exploited to account for outliers^90^. Genes that showed low expression throughout all samples were removed by measuring CPM (counts per million) values using R package edgeR^91^ to filter out genes with CPM values corresponding to fewer than 10 raw counts. TMM expression values were obtained using R package edgeR^91^ to conduct TMM normalization of the library sizes and output CPM values normalized by the resultant effective library sizes. Differentially expressed genes (DEGs) were identified by pairwise comparisons of raw counts of nutrient replete versus depleted treatments or wildtype versus mutant/transgenic lines for nutrient and genotypic effects, respectively, using the R package DESeq2^92^ with a false discovery rate (FDR) corrected *p*-value more significant than 0.05. The heatmaps of differential expression and hierarchical clustering were plotted with Python package Seaborn^93^, with hierarchical clustering applying the “correlation” metric and displaying DEGs with a threshold of absolute fold change over 1.5. Synonyms and descriptions of *Medicago truncatula* DEGs were obtained as described previously^94^. Putative synonyms and descriptions of *Hordeum vulgare* DEGs were assigned by employing the Orthofinder tool^95,96^ to infer orthology relationships to genes from other annotated genomes, followed by manual curation of descriptions. For a more robust inference, OrthoFinder analysis was run with default parameters, including four proteomes: *Oryza sativa* v7.0^97^, *Arabidopsis thaliana* TAIR10^98^, *Medicago truncatula* Mt4.0v1^85^, and *Hordeum vulgare* cv. Golden Promise v1r1^63^.

### Generation of phylogenetic trees

Homologs of genes of interest were searched against the genomes of *Arabidopsis thaliana* Araport11^99^, *Fragaria vesca* v4.0^15^, *Medicago truncatula* Mt4.0v1^85^, *Lotus japonicus* Gifu v1.2^100^, *Oryza sativa* v7.0^97^, *Zea mays* PH207 v1.1^101^, and *Hordeum vulgare*^63^. Searches were performed with the tBLASTn algorithm v2.10.1 + ^102^ with the protein sequences of *M. truncatula* NSP1 and NSP2, and *Arabidopsis* CCD8, KAI2, and SMAX1 as query. *LysM-RLK* homologs were found by using previously identified *Medicago* genes from the family^103^ as query, combined with barley genes identified as containing both LysM (PF01476) and protein kinase (PF00069) domains from the Pfam database^104^ using HMMR 3.3.2^105^. Coding sequences of obtained hits were aligned with MAFFT v7^106^ and phylogenetic tree construction by maximum likelihood was performed using IQ-TREE with 1000 replicates of ultrafast bootstrap^107^. Trees were visualized and annotated on the Interactive Tree Of Life (iTOL) platform, with clades that included the gene(s) of interest pruned from the tree and bootstrap information displayed as circles^108^.

### Measurement of strigolactones

Barley seedlings were grown in sterilized sand for six weeks, watered twice a week with a modified half-strength Hoaglands nutrient solution [2.4 mM KNO_3_, 1.6 mM Ca(NO_3_)_2_, 0.5 mM KH_2_PO_4_, 0.8 mM MgSO_4_, 0.18 mM FeSO_4_, 0.1 mM Na_2_EDTA, 4.5 µM MnCl_2_, 23 µM H_3_BO_3_, 0.3 µM CuSO_4_, 1.5 µM ZnCl_2_, and 0.1 µM Na_2_MoO_4_] (high P, HP). P starvation stress was induced by reducing the amount available PO_4_^-^ to 0.02 mM KH_2_PO_4_ (low P, LP). After six weeks, all pots were rinsed with 1 L half-strength Hoaglands nutrient solution (either HP or LP), and grown for an additional week under these nutrient conditions before harvesting the roots. Strigolactones were extracted as previously described^109,110^, with some modifications. Extracts were evaporated to dryness, taken up in 100% hexane, and loaded on pre-equilibrated Silica gel SPE (Grace Pure^TM^ SPE Silica 100 mg/1 mL) columns. Samples were then eluted with 1 ml of hexane:ethyl acetate (1:9) and evaporated to dryness. The residue was dissolved in 200 μl of 20% acetonitrile/water (v/v) spiked with 10^−^^6 ^M GR24. Samples were filtered using a 0.2 µm Mini spin column (BGB Analytik Benelux B.V.). and stored for maximum 24 h at 4 ˚C before UPLC-MS/MS analysis. SLs were analyzed by comparing retention times and mass transitions with a 5-deoxystrigol standard using a Waters Xevo TQ mass spectrometer equipped with an electrospray-ionization source and coupled to a Waters Acquity Ultraperformance LC system as previously described^43^ with some modifications^111–113^. GR24 served as an internal standard that was added before analysis. Detection and quantification of SLs were performed with six biological replicates.

### Nodulation assay

*M. truncatula* plants were grown in 4 x 4 x 4.5 cm^3^ pots containing 1:1 mix of sterile terragreen/sharp sand for seven days and inoculated with 5 mL *S. meliloti* 2011 (OD_600_: 0.02) in each pot. Nodules were harvested for quantification at two weeks post inoculation.

### GUS staining

For histochemical GUS analysis, root tissues of *pMtD27::GUS* hairy roots were soaked in GUS staining solution (100 mM sodium phosphate buffer, pH 7.2, 10 mM EDTA, 0.1 % Triton X-100, 0.3 mg/ml X-Gluc) under vacuum for 15 min. Root tissues were then incubated 2–3 h in GUS staining solution at 37 °C. Staining is stopped at the same time for WT and *nsp1-1* mutant by washing the roots with water, then roots are fixed in 50% ethanol for long-term storage and imagining using Axiozoom V16 (Zeiss) under brightfield.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The raw data of RNA-sequencing have been deposited in the National Center for Biotechnology Information, Gene Expression Omnibus (GEO), with accession code GSE214698. Any additional information required to reanalyze the data reported in this study is available from the lead contact upon request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Nutrient regulation of lipochitooligosaccharide recognition in plants via NSP1 and NSP2
**Source:** Nat Commun. 2022 Oct 28;13:6421. doi: 10.1038/s41467-022-33908-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Zeiss Confocal Imaging Software, Roche LightCycler® 480 System and Keyence VHX-5000

Data analysis Excel, Adobe Illustrator, Photoshop and BioRender

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

We have uploaded the RNA data to GEO DataSets and the accession code is GSE214698. The other data in this study are available from the corresponding authors upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed.                                                                                        |
| Data exclusions | No data was excluded.                                                                                                            |
| Replication     | All attempt at replication were successful.                                                                                      |
| Randomization   | Samples are allocated into experimental groups depending on their genotypes and growth conditions, so allocation was not random. |
| Blinding        | Blinding was not used in this study.                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

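RNA from roots was sequenced in 90 libraries: 36 from M. truncatula seedlings (A17, nsp1-1 and nsp2-2 under 4 nutrient regimes), 12 from M. truncatula hairy roots (EV, NSP1ox, NSP2ox and miRR-NSP2ox) and 42 from barley (GP, nsp1 and nsp2 under 4 regimes, and MtNSP1ox and MtNSP2ox at +P+N). The authors mapped the reads with STAR, counted them per gene with featureCounts and deposited whole-number counts that were not normalized. The paper's text names DESeq2 for the authors' own comparisons and a filter on counts scaled to library size (CPM) that removed genes low throughout all samples, and does not name how multiply mapped reads were counted. Each library was assigned to its genotype, regime and replicate from the sample labels and the paper.

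From the deposited counts, genes were kept where at least 3 libraries of a table reached the CPM that 10 counts make in its median library, which left 24630 genes of M. truncatula seedling roots, 24004 of hairy roots and 46523 of barley. CPM values are TMM-normalized. Each comparison was fitted on its own 2 groups of 3 libraries with edgeR's quasi-likelihood test, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method with a threshold of 0.05. Interactions of genotype and regime were fitted with the same test on 12 libraries. A log2 fold change is edgeR's fitted value, and its standard error is its size divided by the square root of the F statistic. Where all libraries of a group had 3 counts or fewer, a fold was computed against 3 counts and is a lower bound. The standard errors and the values with each library left out give the spread between replicates, which at these depths exceeds the sampling noise.

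The share of the -P-N response that depends on a gene is the number of wild-type DEGs at -P-N that changed in the opposite direction in the mutant at -P-N, divided by all wild-type DEGs at -P-N. The focused group is the set of genes higher in all 3 starvation regimes in the wild type, lower at -P-N in nsp1 or nsp2, and higher in miRR-NSP2ox (M. truncatula) or MtNSP2ox (barley), each with an adjusted p under 0.05 and a fold change over 1.5. Replicate noise in wild-type libraries shared by comparisons was allowed for with 10 simulations. Named genes are those that Fig. 5a and Fig. 5b print with a name. The gene table of another M. truncatula assembly (MtrunA17r5.0) names NSP1 and NSP2 but holds none of the identifiers of the count tables, and no table used here pairs those identifiers with these names for either species, so the level of each mutated or overexpressed gene could not be used to check the labels.

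The groups, the test, the filter, the named genes and these alternatives were fixed before the data were examined: a filter in at least 1 library (which the paper's wording is closer to than the stricter filter used), no filter, RLE size factors, DESeq2, the replicate number as a block, all groups of a table in one fit, a fold change over 1.5, each library left out in turn, 3 other definitions of the share and 3 of the focused group. Chosen after the data were seen were the rule for genes without counts in a mutant (3 counts or fewer, against a mean under 5% of the wild type), the comparison of simulated mutants per mutant call, the simulated overlaps at +P+N, +P-N and -P+N, the tests of identical and nearly identical neighbours, the mutant comparisons at +P-N and -P+N, the interactions against -P+N, the shares in other regimes, the removal of co-varying barley genes (correlation over 0.8 of log2 CPM with the negative log2 TMM factor), the merging of barley neighbours with a correlation over 0.99, and the removal of the scaffold genes in hairy roots.

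The tests were tried on simulated data made from the means and library sizes of these libraries, with 200 genes changed. edgeR's test recovered 97% of the changed genes among 24540 genes of M. truncatula seedling roots, 94% among 23986 of hairy roots and 88% among 46215 of barley, and none with the wrong sign. Of the calls, 8.49%, 9.62% and 14.2% were genes left unchanged, more than the 5% aimed at in each table. The interaction test recovered 90.5% in M. truncatula and 72% in barley. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9. Calcium, colonization, strigolactone and qPCR measurements, the functional classes of the focused genes and roots overexpressing NSP1 and NSP2 together were not analysed here.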

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

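The rule for a gene without counts, the tests of single pairs of such genes, the simulated overlaps, the tests of the kept genes within the span of lost genes and both tests of the hairy-root scaffolds were chosen only after the result was seen, as were the mutant comparisons at +P-N and -P+N and the interactions against -P+N.

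The response to -P-N relative to +P+N differed between genotypes in a test of the interaction itself. In M. truncatula it differed for 1152 genes between nsp1 and A17 (595 with a positive and 557 with a negative log2 interaction term). Between nsp2 and A17 it differed for 173 (122 and 51). In barley it differed for 5661 between nsp1 and GP (1870 and 3791) and 1805 between nsp2 and GP (683 and 1122). A negative term can be a weaker rise or a stronger fall, so these signs do not count responses that grew or shrank. These counts rest on few libraries. For nsp1 in M. truncatula they were 558, 637 and 18 without the libraries numbered 1, 2 and 3, and for nsp2 they were 69, 93 and 56. In barley they were 3313 and 1106 for nsp1 without those numbered 2 and 3, and 911 and 407 for nsp2 without those numbered 1 and 3. Of 40 splits drawn from 200, with genotypes exchanged within each regime, 1 gave as many calls as the real groups for each M. truncatula mutant, which is the real one, 2 for barley nsp1 and 3 for barley nsp2. The other barley splits as large did not mix the genotypes in both regimes, so they still hold real differences between genotypes. Splits that mixed both regimes gave at most 3 calls. Mixing puts the genotype difference into the spread within groups, so few calls were bound to follow. The splits therefore cannot rule out chance for the barley counts. In barley, the 1354 co-varying genes that take most counts are a technical explanation. Removing them moved none of the 13 DEG counts between pairs of groups by more than 1.34 times. That limit does not cover the interaction counts. Dependence of the starvation response on NSP1 and NSP2 is the biological explanation that the design gives, and a difference between the mutants at +P+N or a single deviating library stays open beside it.

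The mutants already differed from the wild type at +P+N. In M. truncatula 1564 genes differed in nsp1 (881 higher and 683 lower) and 1113 in nsp2 (469 higher and 644 lower), and in barley 11463 in nsp1 (5689 higher and 5774 lower) and 1911 in nsp2 (792 higher and 1119 lower). For M. truncatula nsp1 the count was 887, 968 and 643 without nsp1 replicates 1, 2 and 3, and 668 and 759 without A17 replicates 1 and 3. For M. truncatula nsp2 it was 559 without nsp2 replicate 1, and 456 and 430 without A17 replicates 1 and 3. For barley nsp2 it was 5088 without nsp2 replicate 2, 371 without nsp2 replicate 3, and 626, 826 and 519 without GP replicates 1, 2 and 3. In each of these comparisons 1 of the 10 splits of the 6 libraries, the real one, gave as many calls.

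The paper's text gives no count for the M. truncatula mutants under starvation of a single nutrient. At +P-N 1096 genes differed in nsp1 (483 higher and 613 lower) and 2814 in nsp2 (1261 higher and 1553 lower), but at -P+N there were 8029 in nsp1 (3780 higher and 4249 lower) and 6859 in nsp2 (3148 higher and 3711 lower). The effect of the genotype differed between -P-N and -P+N for 4228 genes in nsp1 (2627 higher and 1601 lower) and 621 in nsp2 (463 higher and 158 lower). At -P+N, 53.9% of the nsp1 calls (4326 genes) were called with the same sign in nsp2, and at +P-N 32.1% (352 genes). Wild-type libraries shared by both comparisons gave at most 19.5% and 9.5% in 10 simulations with the changes of each mutant moved to random genes, scaled to the observed number of nsp2 calls. This part can grow with the number of nsp2 calls, and its difference between the regimes was not tested. Without the libraries numbered 2 and 3 the -P+N counts were 5293 and 4793 in nsp1, and 3856 and 3089 in nsp2. At +P-N they were 574 and 409 in nsp1 without the same libraries, and 1483 and 1290 in nsp2 without those numbered 1 and 3. The interaction counts fell to 2649, 1980 and 1219 in nsp1, and to 76, 38 and 376 in nsp2, without the libraries numbered 1, 2 and 3. Of 40 splits drawn, 4 gave as many interaction calls as the real one for nsp1 and 1 for nsp2, and none of the others as large mixed the genotypes in both regimes. A stronger role of NSP1 and NSP2 under phosphate starvation alone could give this pattern. A shift in the 3 A17 libraries at -P+N could also give it, because both mutants were compared with them, and no test here separates these explanations.

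In nsp2-2 of M. truncatula, 20 genes with at least 20 counts in every A17 library had 3 counts or fewer in all 12 nsp2 libraries, out of 19475 genes with that level in A17. Of these, 10 had another such gene close by in identifier order, against at most 8 among random genes (permutation test, p = 1e-04, the smallest the permutations can give). The densest window held 12, from Medtr6g013130 to Medtr6g018315. Loss of that whole stretch is argued against by 112 genes within the span that kept counts in nsp2, 94 of them nearer to the A17 level than to 0. Among 100 neighbouring tested genes of the same region, from Medtr6g013050 to Medtr6g015995, 39 differed with the same sign at +P+N and at -P-N (31 lower and 8 higher), against at most 10 in 1000 equally large sets of starvation-responsive genes (permutation test, p = 0.001). A difference of line background in this region, such as a stretch from another parent whose reads map less well to the reference, is a candidate explanation that the 39 calls are in line with. Shorter deletions stay open. A gene table of another assembly, MtrunA17r5.0, lists NSP2 on another chromosome than these identifiers are numbered by, so if chromosome numbers carry over, the region is not at the mutated gene. Genes without counts numbered 1 in M. truncatula nsp1, and 2 in each barley mutant out of 29451 expressed genes, with 0 having such a neighbour in each of the 3 lines. The rule of 3 counts or fewer was taken after another had been seen, a mutant mean under 5% of the wild-type mean. By that rule there were 26 genes in M. truncatula nsp2 (18 with a neighbour), 3 in M. truncatula nsp1 and 8 in barley nsp1 (0 with a neighbour in either), and 11 in barley nsp2, of which 4 had a neighbour (permutation test, p = 0.0053). These 4 are named after their values were seen. For MAX1 (chr3Hg0246881) and chr3Hg0246901, loss of a stretch is argued against by 28 to 297 and 20 to 214 counts in the nsp2 libraries. For chr3Hg0265741 and chr3Hg0265771, with at most 4 and 5 counts in any nsp2 library, loss of a stretch and lower expression of neighbouring genes cannot be told apart, because so few counts could also be reads of other genes. No biological explanation was tested.

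In the hairy roots, 28 genes of a pair of scaffolds took 1.4% to 10.3% of all counts, against 0.000296% to 0.0197% in the untransformed seedling roots, and 18 of these genes had over 1000 counts. The paper's text does not discuss them. Overexpression of NSP1 or NSP2 is argued against by the empty-vector libraries, whose shares were 10.3%, 1.4% and 2.99%, while those of the overexpression libraries lay between 2.57% and 7.07%. Reads from another organism brought in with the transformation and a response of root tissue to transformation or to growth in sand cannot be told apart, because untransformed roots were sequenced only from plates, where the share was at most 0.0197%. Without these genes, none of the 3 counts of hairy-root DEGs moved by more than 1.5 times.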

How the results depend on the processing

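No test of a cause was run in this part, and the alternatives chosen only after the result was seen are the removal of co-varying barley genes, the merging of barley neighbours, the removal of the scaffold genes and the shares in other regimes. For each change given here the cause was not tested, except that a stricter threshold leaves fewer calls by construction. Of 43 counts, shares and overlaps, all 43 stayed within their limits (1.5 times for a count, the confidence interval for a share) with a filter in at least 1 library and with RLE size factors. With DESeq2 35 did, with the replicate block 35, without a filter 33 and with all groups in one fit 31. Under a fold change over 1.5, 5 of 39 did.

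With DESeq2, the count for barley nsp2 at +P+N was 3017, of which 54.9% were higher, against 41.4% of 1911. The interaction counts for M. truncatula nsp2 were 419 against +P+N and 1040 against -P+N. The overlap of the barley mutants was 37.1%, and the shares were 2.19% and 7.82% in M. truncatula and 13.9% and 16.7% in barley for nsp1 and nsp2. Without a filter, the counts were 3040 for barley nsp2 at +P+N, and in M. truncatula 1674 for nsp1 at +P-N, 937 for nsp1 at -P-N and 1756 for nsp2 at +P+N. The interaction counts for M. truncatula nsp2 were 562 and 1026, the overlaps 45.4% in barley and 31.7% in M. truncatula, and the M. truncatula shares 2.84% and 9.16%.

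The replicate numbers do not pair the samples. Same-numbered libraries had mean correlations of their deviations of 0.024 in M. truncatula seedling roots, 0.0039 in hairy roots and 0.0012 in barley, and 16 of 198, 1 of 18 and 51 of 273 such pairs were over 0.1. With the replicate block, the counts were 5545 for barley nsp2 at +P+N and 1881 for M. truncatula nsp1 at +P-N. The overlaps were 45.4% in barley and 21.4% in M. truncatula, and the shares 11.4% and 17.6% in barley and 2.88% and 4.68% in M. truncatula. With all groups in one fit, the counts were 15115 for barley nsp1 at -P-N, 8107 for barley nsp2 at +P+N, and 2073 and 2080 for M. truncatula nsp2 at +P+N and -P-N. The interaction counts were 2908 for barley nsp2 and 379 (against +P+N) and 1577 (against -P+N) for M. truncatula nsp2. The overlaps were 34.7% in barley and 34.3% in M. truncatula, the barley shares 16.9% and 16.8%, and the share of M. truncatula nsp2 9.1%.

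With a fold change over 1.5, starvation counts at +P-N, -P+N and -P-N were 7572, 2282 and 8132 in A17 and 13285, 9825 and 13262 in GP. Mutant counts at +P+N, +P-N, -P+N and -P-N were 463, 592, 2473 and 310 for nsp1 and 587, 1043, 2176 and 647 for nsp2 in M. truncatula, and 6532, 3912, 4739 and 5893 for nsp1 in barley. For barley nsp2 they were 4095, 3920 and 4732 at +P-N, -P+N and -P-N. Overexpression counts were 1666 in NSP1ox, 3430 in NSP2ox, 3372 in miRR-NSP2ox, 7923 in MtNSP1ox and 8261 in MtNSP2ox. The interaction counts were 417 for M. truncatula nsp1, and 1432 and 339 for nsp1 and nsp2 against -P+N. The overlaps were 26.5% in barley and 19.7% in M. truncatula, and the shares 9.39% and 14.6% in barley and 1.02% and 4.02% in M. truncatula.

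Counting changes of any sign in the mutant gave shares of 28% and 31.9% in barley and 2.98% and 7.32% in M. truncatula. Over the genes called in any of the 3 starvation regimes they were 11.7% and 15.9% in barley and 5.56% for M. truncatula nsp2, and over the genes induced at -P-N they were 17.1% and 26.2% in barley and 1.4% and 6.91% in M. truncatula. With response and mutant both at +P-N they were 3.6% and 13.4% in M. truncatula and 14% and 12.1% in barley, and with both at -P+N 23.2% and 40.5% in M. truncatula and 16.7% and 20.4% in barley. With both in any of the 3 regimes they were 12.5% and 25.1% in M. truncatula and 21% and 25.5% in barley. Merging barley neighbours gave 11.6% and 16.5%, and removing the co-varying genes 14.5% and 20%, with an overlap of 46.6%. The focused group held 64 genes in M. truncatula and 734 in barley without the fold threshold, 61 and 605 with induction in at least 1 regime, and 19 and 87 where lower levels were required in both mutants.

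Across the fits that each left out 1 library, starvation counts at +P-N, -P+N and -P-N ranged from 12767 to 13400, 5323 to 6741 and 13590 to 14250 in A17, and from 17504 to 20481, 11752 to 14211 and 15944 to 19324 in GP. For M. truncatula nsp1 the counts ranged from 643 to 2346 at +P+N and 271 to 919 at -P-N, for M. truncatula nsp2 from 430 to 1641 and 712 to 1647, for barley nsp1 from 7735 to 12131 and 4951 to 12940, and for barley nsp2 from 371 to 5088 and 7180 to 9909. Overexpression counts ranged from 1434 to 2913 in NSP1ox, 4120 to 6453 in NSP2ox, 5085 to 7245 in miRR-NSP2ox, 9115 to 15932 in MtNSP1ox and 9636 to 14019 in MtNSP2ox. In M. truncatula, the nsp1 counts were 643 and 271 without nsp1 replicate 3 and 919 without nsp1 replicate 1, the nsp2 counts were 430 without A17 replicate 3 and 712 without A17 replicate 2, and the NSP1ox count was 1434 without EV replicate 3. In barley, the nsp1 count was 4951 without GP replicate 2, the nsp2 counts were 371 and 5088 without nsp2 replicates 3 and 2, and the MtNSP1ox count was 9115 without MtNSP1ox replicate 3.

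Where the same-numbered library was left out of every group, counts at +P-N and -P+N ranged from 409 to 852 and 4793 to 6992 for M. truncatula nsp1, 1290 to 2134 and 3089 to 5414 for M. truncatula nsp2, 3740 to 11285 and 5889 to 7282 for barley nsp1, and 2142 to 11660 and 3554 to 6121 for barley nsp2. Interaction counts ranged from 18 to 637 and 56 to 93 for M. truncatula nsp1 and nsp2, 1106 to 4611 and 407 to 2129 for barley, and 1219 to 2649 and 38 to 376 in M. truncatula against -P+N. Shares ranged from 0.546% to 2.16% and 2.81% to 5.42% in M. truncatula and 4.84% to 14.5% and 12.3% to 17.3% in barley, and overlaps from 22.7% to 31.8% and 30.7% to 43.9%. The focused group ranged from 18 to 26 genes in M. truncatula, 14 to 19 of them in Fig. 5a, and from 223 to 337 in barley, 58 to 65 of them in Fig. 5b. The lowest values came without the libraries numbered 3, except 38 (those numbered 2), 30.7% and 18 genes (those numbered 1), and 22.7%, 12.3% and 58 genes (those numbered 2).

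For the named genes, 2306 values kept their direction and their side of the threshold under the alternatives fixed beforehand, 51 were weaker, 14 stronger and 17 reversed, and under the added ones 239 did and 1 reversed. The reversed values were near 0 or in genes with few counts. With each library left out in turn, PSY in M. truncatula nsp1 at +P+N ranged from -0.44 (without nsp1 replicate 2) to 0.67, and D27 in NSP1ox from -0.18 (without NSP1ox replicate 1) to 0.51. In barley at +P+N, CCD8 (chr3Hg0246861) ranged from -2.19 in nsp1, -2.15 in nsp2 and -2.28 in MtNSP1ox to 0 without GP replicate 2, which holds its only count in GP. In nsp1, GGPPS ranged from -1.03 to 0.45 (0.23 without nsp1 replicate 1 and 0.45 without GP replicate 2), ZDS from -0.09 to 0.05 (0.03 and 0.05 without the same libraries) and PSY from -0.15 to 0.07 (0.03 and 0.07 without nsp1 replicates 1 and 3, and 0.04 without GP replicate 2). PSY was 0.01 without the co-varying genes. In nsp2, CCD8 (chr3Hg0309501) ranged from -0.94 to 0.16 (0.02 without nsp2 replicate 1 and 0.16 without GP replicate 1), D27 from -0.07 (without nsp2 replicate 1) to 0.15, CCD7 from -0.02 (without nsp2 replicate 2) to 0.39, and MAX1 from -0.17 to 0.06 (without nsp2 replicate 3). Depth limits D27, PSY and GGPPS in M. truncatula at +P+N, where each had at most 10 counts per A17 library.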

Differences from the paper's values

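No test of a cause was run in this part, and the shares in other regimes were chosen only after the result was seen. The paper's text does not define its share of the N- and P-starvation transcriptome, which may differ in kind from the share computed here. For NSP1 in M. truncatula the paper's share is 12%, and the share computed here at -P-N was 1.69%. None of the alternatives set before the data were examined closed this gap, and they gave 0.546% to 2.98%. For NSP2 in M. truncatula the paper's share is 18% and the share here was 6.28%, with 2.81% to 9.16% under those alternatives, none of which closed the gap. With response and mutant taken in any of the 3 starvation regimes, a setting chosen after seeing the values, the shares were 12.5% for nsp1 and 25.1% for nsp2, both within 1.5 times the paper's. With both taken at +P-N, also chosen after seeing the values, the nsp2 share of 13.4% was within 1.5 times the paper's 18%, and the nsp1 share of 3.6% was not within 1.5 times the paper's 12%.

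The barley focused group held 372 genes here, against about 73 in Fig. 5b, read by eye. Of the alternatives set before the data were examined, requiring lower levels in both nsp1 and nsp2 gave 87 genes, within 1.5 times the paper's number, and the others gave 223 to 734. CRTISO (chr1Hg0012421), chr2Hg0211731 and chr4Hg0379791 are in Fig. 5b and outside the group computed here. All 73 identifiers were in it without the fold threshold and with induction in at least 1 of the 3 regimes. The last pair were named after their values were seen, as were the genes below that carry no name.

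Fig. 5a colours all its genes as lower in both M. truncatula mutants. In nsp1 at -P-N, Medtr2g076590, Medtr2g079650 and Medtr7g011770 were not called here, with log2 fold changes of -0.38, -0.53 and -0.88 and adjusted p of 0.27, 0.3 and 0.3 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.25, 0.46 and 0.3 with DESeq2). They were called only when adjusted over the list alone. In nsp2, Medtr7g084750 was not called, at -0.84 (adjusted p = 0.079 from edgeR's test with Benjamini-Hochberg adjustment). All 22 genes were lower in nsp2 with DESeq2 (adjusted p = 0.03 for this gene), without a filter, and adjusted over the list alone. With the replicate block, and with all groups in one fit, 20 were lower and 2 were not called.

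Fig. 5a leaves CRTISO and LUT5 in NSP1ox and LUT5 in NSP2ox grey, outside its colour scale. They were called here with log2 fold changes of -0.39, -0.48 and 0.23, all under a fold change of 1.5. Fig. 5b leaves grey in nsp1 a group of genes called higher here, chr2Hg0104401 (0.70), chr2Hg0104411 (0.70), chr2Hg0104421 (0.69) and chr5Hg0476101 (0.44). These were also called with DESeq2. It also leaves GGPPS (chr6Hg0595141) grey in MtNSP1ox, which was called here with an adjusted p of 0.046 from edgeR's test with Benjamini-Hochberg adjustment, and not with DESeq2 (adjusted p = 0.076), a filter in at least 1 library, no filter, the replicate block or in 4 of the 6 fits that each left out a library (0.0077 to 0.17 over all alternatives).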

Other observations

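The values per mutant call, the simulated overlaps in single regimes, the tests of identical and nearly identical neighbours, the wording of the line-background explanation, the position tests in barley, the test of the barley share over groups and both tests of the barley comparisons at +P+N were chosen only after the result was seen, and co-varying genes were left out of the barley position tests after a first run with them.

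In every comparison of 3 libraries with 3, in M. truncatula seedling roots, hairy roots and barley, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs. The largest count in another split was 12, for nsp1 at -P-N in M. truncatula. With 10 splits the share cannot go under 0.1.

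Wild-type libraries shared by the starvation and mutant comparisons were tested as a source of the shares. Unchanged mutants simulated against them had at most 3 calls each. Their shares for nsp1 and nsp2 were at most 0.0137% and 0.0136% in M. truncatula and 0.0049% and 0.00978% in barley. Replicate noise in shared libraries alone thus made almost no calls. These simulations do not show how such libraries tilt the calls of a changed mutant. Mutant changes unrelated to the response were simulated by moving them to random genes. The simulated mutants had fewer calls than the real ones, 469 to 501 and 1136 to 1188 for nsp1 and nsp2 in M. truncatula (590 and 1374 observed) and 7862 to 8025 and 6971 to 7109 in barley (9732 and 10581 observed), so the values were compared per mutant call. In M. truncatula, 42.7% of the nsp1 calls and 68% of the nsp2 calls were opposite to the response, against at most 34.5% and 36.6% in the simulations. Without the libraries numbered 2 and 3 the nsp1 value was 37% and 35.5%, close to that limit, which was made for all libraries. In barley nsp2 it was 34.3%, against at most 27.1%. In barley nsp1 the observed 25.7% lies between the simulated 24.6% and 26.4%, so the opposite share alone cannot tell its changes from unrelated ones. Calls on response genes in either direction made up 57.1% of the nsp1 calls, against at most 47.4% simulated. This argues against changes unrelated to the response for the barley nsp1 calls as a set. Calls in the starvation direction were more frequent than simulated in 3 of the 4 mutants, at 31.4% in barley nsp1 against at most 22.2%, 25.6% in barley nsp2 against at most 21.4% and 32.5% in M. truncatula nsp1 against at most 29.9%. In M. truncatula nsp2 they were less frequent, at 11.3% against at least 24.5%. Simulated overlaps of the mutants were at most 5.19% in M. truncatula and 11.4% in barley, or 6.16% and 17% when scaled to the observed number of nsp2 calls, against 26.4% and 44%.

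The part of nsp1 calls that were also called with the same sign in nsp2 was 10.2% (160 genes) at +P+N in M. truncatula, where nsp2 had 1113 calls. In barley it was 9.2% (1055 genes) at +P+N, 60.3% (6942 genes) at +P-N and 57.5% (6753 genes) at -P+N, where nsp2 had 1911, 10369 and 10543 calls. Replicate noise in the wild-type libraries shared by both comparisons does not account for these values. A shift common to the wild-type libraries of a regime was not simulated and stays open. With the changes of each mutant moved to random genes, and scaled to the number of nsp2 calls, such noise gave at most 5.11% in M. truncatula and 3.14%, 17.1% and 16.1% in barley. The part can grow with the number of nsp2 calls, and the differences between regimes were not tested.

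In barley at +P-N 11512 genes differed in nsp1 (5250 higher and 6262 lower) and 10369 in nsp2 (4421 higher and 5948 lower), and at -P+N 11736 in nsp1 (5875 higher and 5861 lower) and 10543 in nsp2 (5174 higher and 5369 lower). Without the libraries numbered 3 the +P-N counts were 3740 and 2142, and the nsp2 count was 6105 without those numbered 1. At -P+N the counts were 6423, 7282 and 5889 in nsp1 and 5372, 6121 and 3554 in nsp2 without the libraries numbered 1, 2 and 3. Of the 73 genes of Fig. 5b, 72 were lower in nsp1 and 71 in nsp2 at +P-N, and 68 and 71 at -P+N (72 and 72 adjusted over the list alone). Of the 22 genes of Fig. 5a, 19 were lower in nsp1 at both regimes, and 21 at +P-N and 20 at -P+N in nsp2. In these comparisons 0 were higher, also 0 at an unadjusted p under 0.05. The study chose these lists on these libraries, and the counts are not independent evidence.

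A line background that differs in a region of the genome would place calls shared by +P+N and -P-N close together. In M. truncatula nsp1, the densest 100 neighbouring tested genes held 7 such calls (6 higher and 1 lower), from Medtr8g031230 to Medtr8g036020, against at most 7 in 1000 equally large sets of starvation-responsive genes (permutation test, p = 0.004). A small region of another background is a candidate explanation. The gene table of the other assembly lists NSP1 on the chromosome that these identifiers are numbered by, and how far the region lies from it was not used here. In barley the densest windows held 27 calls in nsp1 and 18 in nsp2, against at most 24 and 15, and both lie in the same unplaced stretch, from chrUng0824711 to chrUng0827261. Line background and genes that vary together in this stretch cannot be told apart, since the order of unplaced genes says little about position.

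The co-varying barley genes, 1354 in all and 973 of them on unplaced contigs, took a median of 78.9% of the counts. Growth regime or genotype was tested as an explanation, and 49.9% of the variance of the share lay between the 14 groups (permutation test, p = 0.045). The group means included 71.4% ± 7.86 (SD, n = 3) in GP at +P+N, 82.1% ± 1.88 (SD, n = 3) in nsp1 at +P+N and 68.1% ± 5.12 (SD, n = 3) in MtNSP1ox. Regime or genotype and library preparation by group cannot be told apart, because no label gives a preparation batch. A composition effect on the barley calls is argued against, since removing these genes moved counts of DEGs by at most 1.34 times.

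Reads counted at several genes would give neighbours the same counts. In barley, 1479 genes with over 100 counts had exactly the counts of the next gene in all 42 libraries, against 2.9e-07 expected if neighbours expressed at the same level were counted separately, and in M. truncatula seedling roots 0 had. Of 13307 neighbouring barley pairs with over 4000 counts each, 3432 (26%) had a correlation over 0.99, against 2 of 6766 in M. truncatula seedling roots. In 2783 of the 3432 the genes differed by less than counting noise allows, as only the same reads counted at both would give. For the other 649 pairs, reads shared in part and true tandem copies expressed together cannot be told apart from counts alone. Merging such pairs left 41114 of 46523 genes and lowered each of the 13 counts of barley DEGs, by at most 1.25 times. The count for nsp1 at -P-N fell from 9732 to 7757. As the main origin of these counts, the same reads counted at several genes are argued against, but they raised each count.

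At +P+N, the barley lines changed alike relative to GP. Across 46523 genes, which are not independent replicates, the fold changes of nsp1 correlated with those of MtNSP2ox (Pearson r = 0.635) and MtNSP1ox (0.632), and those of MtNSP1ox with MtNSP2ox (0.719). Those of nsp2 correlated less, with nsp1 (0.466), MtNSP2ox (0.437) and MtNSP1ox (0.392). Replicate noise in the GP libraries shared as control gave 0.423 to 0.469 between simulated unchanged groups. It does not account for the 0.635, while the values of nsp2 lie in or under that range. A shift common to the GP libraries at +P+N was not simulated. Of the 13907 MtNSP2ox DEGs (7149 higher and 6758 lower), 48.6% (6752 genes) were called with the same sign in nsp1, 65.7% (9137 genes) in MtNSP1ox and 8.62% (1199 genes) in nsp2, and 0.92% with the opposite sign in nsp1. For the part shared with nsp1, this argues against overexpression of the transgene as the cause. A batch, a difference of growth, or passage through tissue culture may be behind the shared part. None of these was tested.

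In barley MtNSP1ox 13952 genes differed from GP (7249 higher and 6703 lower), or 9115 without MtNSP1ox replicate 3. Of the 73 genes of Fig. 5b, 37 were higher and 1 lower (37 and 2 adjusted over the list alone), with a median log2 fold change of 0.85, or 0.66 with genes near the counting floor at their bound. D27 was not called, at 0.54 (standard error 0.21, adjusted p = 0.08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called with all groups in one fit (adjusted p = 0.0056, against 0.0056 to 0.3 over all alternatives). CCD7 was higher by 0.66 on the log2 scale, and CCD8 (chr3Hg0309501) by 1.54, a call lost in 3 of the 6 fits that each left out a library. At +P+N, 10 genes of Fig. 5b were higher and 10 lower in nsp1 (11 and 10 adjusted over the list alone), and 0 higher and 4 lower in nsp2 (1 and 7 adjusted over the list alone, 4 and 17 at an unadjusted p under 0.05). Of the 22 genes of Fig. 5a, 5 were lower in nsp1 and 7 in nsp2 at +P+N (10 and 10 adjusted over the list alone), and 0 higher (1 and 0 at an unadjusted p under 0.05).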
